# Surface PEGylation suppresses pulmonary effects of CuO in allergen-induced lung inflammation

**DOI:** 10.1186/s12989-019-0309-1

**Published:** 2019-07-05

**Authors:** Marit Ilves, Pia Anneli Sofia Kinaret, Joseph Ndika, Piia Karisola, Veer Marwah, Vittorio Fortino, Yuri Fedutik, Manuel Correia, Nicky Ehrlich, Katrin Loeschner, Alexandros Besinis, Joanne Vassallo, Richard D. Handy, Henrik Wolff, Kai Savolainen, Dario Greco, Harri Alenius

**Keywords:** CuO, Engineered nanomaterial, Health effects, Inflammation, Asthma, Allergic airway inflammation, Risk assessment

## Abstract

**Background:**

Copper oxide (CuO) nanomaterials are used in a wide range of industrial and commercial applications. These materials can be hazardous, especially if they are inhaled. As a result, the pulmonary effects of CuO nanomaterials have been studied in healthy subjects but limited knowledge exists today about their effects on lungs with allergic airway inflammation (AAI). The objective of this study was to investigate how pristine CuO modulates allergic lung inflammation and whether surface modifications can influence its reactivity.

CuO and its carboxylated (CuO COOH), methylaminated (CuO NH_3_) and PEGylated (CuO PEG) derivatives were administered here on four consecutive days via oropharyngeal aspiration in a mouse model of AAI. Standard genome-wide gene expression profiling as well as conventional histopathological and immunological methods were used to investigate the modulatory effects of the nanomaterials on both healthy and compromised immune system.

**Results:**

Our data demonstrates that although CuO materials did not considerably influence hallmarks of allergic airway inflammation, the materials exacerbated the existing lung inflammation by eliciting dramatic pulmonary neutrophilia. Transcriptomic analysis showed that CuO, CuO COOH and CuO NH_3_ commonly enriched neutrophil-related biological processes, especially in healthy mice. In sharp contrast, CuO PEG had a significantly lower potential in triggering changes in lungs of healthy and allergic mice revealing that surface PEGylation suppresses the effects triggered by the pristine material.

**Conclusions:**

CuO as well as its functionalized forms worsen allergic airway inflammation by causing neutrophilia in the lungs, however, our results also show that surface PEGylation can be a promising approach for inhibiting the effects of pristine CuO. Our study provides information for health and safety assessment of modified CuO materials, and it can be useful in the development of nanomedical applications.

**Electronic supplementary material:**

The online version of this article (10.1186/s12989-019-0309-1) contains supplementary material, which is available to authorized users.

## Background

Nanotechnology is a rapidly expanding field of material manipulation. It focuses on improving physicochemical characteristics of different materials and thereby offers numerous possibilities for product development in several industrial sectors. Metal oxides are one of the most abundantly produced types of engineered nanomaterials (ENM) with production volumes of up to thousands of tons every year [1]. CuO nanomaterials are appealing due to their electrical, optical, magnetic and biocidal features, thus they are produced for variety of industrial and commercial applications, such as electronic chips, solar cells, lithium batteries, paints, processed wood and plastics [2–4]. Because of their antimicrobial properties, CuO nanomaterials are used or could be utilized in food packaging, wound dressings, skin products and textiles [2–4]. An important innovation in health care is CuO-containing bed sheets that reduce the occurrence of hospital-acquired infections and thus decrease health care costs in medical facilities [4]. In addition, CuO ENM can be potentially used in nanomedicine as anti-cancer and bioimaging agents [5, 6].

Asthma is a pulmonary disease that affects over 330 million people worldwide and its prevalence is rising rapidly [7]. It is characterized by chronic airway inflammation, reoccurring episodes of airway obstruction, airway hyperresponsiveness (AHR), mucus overproduction and airway remodeling [8, 9]. Asthma has multiple forms and it can be caused by several environmental factors in combination with over 100 susceptibility genes [8]. The extrinsic phenotype (also known as allergic or atopic asthma) starts early on in life and is triggered by an allergen, such as pollen or pet dander. Another pathway of asthma (intrinsic, non-allergic) is independent of Th2 cells and adaptive immunity but relies on the presence of neutrophils and IL-17, which is a neutrophilic chemotactic factor. This “neutrophilic asthma” is associated with nonallergic stimuli, such as cigarette smoke, cold air or pollutants. Pulmonary neutrophilic inflammation is also a major characteristic of patients with severe, steroid non-responding asthma [8–10].

The most common phenotype of asthma found in children and half of adults is atopic in nature [11]. The classical asthmatic response can be divided into early and late phase reactions. During the immediate, early phase response, antigen contact causes local mast cell activation and release of their mediators that ultimately culminates in an acute asthmatic attack. The late-phase response arrives several hours later and can last for prolonged periods of time [12]. Pathomechanistically, the allergens cause a complex immune response that starts with the activation and differentiation of allergen-specific CD4+ T helper (Th) 2 cells. Th2 lymphocytes mediate their functions by releasing Th2 cytokines IL-4, IL-5, and IL-13 [11]. IL-4 switches B-cell antibody production to IgE that subsequently activates the high-affinity IgE receptor FcεRI-carrying mast cells, eosinophils and basophils. IL-5 recruits eosinophils into the lungs and IL-13 triggers AHR and mucus hyperproduction which are classical hallmarks of allergic asthma [9].

As for many nanomaterials, inhalation is one of the most significant routes of CuO exposure. Pulmonary exposure to CuO nanomaterials has been investigated previously in healthy subjects [13, 14], but there is only limited information about the effects of the material on asthma as well as on allergic airway inflammation (AAI) – a condition preceding the chronic disease [2]. Using a mouse model of ovalbumin (OVA)-induced AAI (Additional file 5: Figure S1), the aim of this study was to investigate the adverse effects of nano-sized core CuO (CuO) on the pulmonary condition, and to understand whether the carboxylated (CuO COOH), methylaminated (CuO NH_3_) and PEGylated (CuO PEG) derivates of CuO influence its reactivity.

## Results

### Particle characterisation and the total measured copper content in the test materials

The total measured Cu concentration in the original powders of the different test materials is presented in Table 1, along with the details of purity, primary particle size, surface area and zeta potential of the materials investigated. On a mass basis of each material, the Cu content of each material varied according to the proportion of mass attributed to the coating. Consequently, less total Cu was measured in the coated ENMs relative to the uncoated form (Table 1). For the coated CuO NPs, the NH_4_^+^-coated NPs were found to contain the highest measured fraction of Cu (0.52), followed by the COOH-coated NPs (0.43) and least Cu in the PEG-coated NPs (0.29). Example images of the nanomaterials with particle size distributions of dispersions measured by nanoparticle tracking analysis are shown in Additional file 6: Figure S2 and Additional file 7: Figure S3. The primary particle sizes of the powders, as measured by transmission electron microscopy (TEM), did not exceed the manufacturer’s reported size range (10–20 nm). Following dispersion of the test materials in ultrapure water, the mean hydrodynamic diameters of the aggregates were measured by nanoparticle tracking analysis, and were: 41 nm in the uncoated CuO NPs, 46 nm in the ammonium-coated CuO NPs, 121 nm in the COOH-coated CuO NPs and 100 nm in the PEG-coated CuO NPs (Table 1). Similar sizes of aggregates were formed for the respective particles in Krebs physiological saline (Table 1). The dialysis experiments revealed some Cu dissolution from the different CuO NPs in ultrapure water. The dialysis curves are shown in Additional file 8: Figure S4. The dissolution rate of the uncoated CuO NPs was low (1.68 μg Cu h^− 1^, Table 1), but in comparison, all the coated CuO NPs had higher dissolution rates; greater than 18 μg Cu h^− 1^ in ultrapure water (Table 1). However, the rates were still micromolar, and even the highest rates would only equate to maximally around 6–9% of the total metal being released every hour in water. The dissolution rates for the ENM in Krebs physiological saline were much lower than the equivalent material in ultrapure water (Table 1), and represented less than 3% of metal being released in an hour. Thus, it is expected that the materials will remain in particulate form in physiological saline over 24 h.

**Table 1:** Characterization of the CuO-containing ENMs from the original powders, adapted from Vassallo et al. [15]

Test material (Supplier)	Manufacturer’s information	^c^Measured primary particle size (nm)	^d^Measured hydrodynamic diameter in ultrapure water or Krebs saline (nm)	^e^Total measured copper concentration (mg l^-1^)	^f^Percentage of nominal concentration (%)	^g^Measured copper fraction in coated CuO NPs	^h^Metal dissolution rate in ultrapure water or Krebs saline (μg Cu h^-1^)	^i^Zeta potential in ultrapure water (mV)
^a^CuO NPs uncoated, CAS 1317-38-0 (PlasmaChem GmbH, Lot YF1309121)	99% purity; diameter, 10 - 20 nm; ^b^surface area 42 ± 2 m^2^ g^-1^	12.00 ± 0.37	41 ± 28 (water) 62 ± 50 (Krebs)	287.1 ± 14.4	89.7 ± 4.5	--	1.68 (water) 1.21 (Krebs)	14.0 ± 1.2
^a^CuO NPs COOH-coated, CAS 1317-38-0 (PlasmaChem GmbH, Lot YF140114)	99% purity; diameter, 10 - 20 nm; ^b^surface area, 7.4 ± 0.5 m^2^ g^-1^	6.45 ± 0.16	121 ± 91 (water) 128 ± 58 (Krebs)	154.3 ± 6.9	-	0.43 ± 0.02	69.12 (water) 18.15 (Krebs)	- 7.3 ± 0.5
^a^CuO NPs NH_4_^+^-coated, CAS 1317-38-0 (PlasmaChem GmbH, Lot YF140114)	99% purity; diameter, 10 - 20 nm; ^b^surface area, 6.1 ± 0.5 m^2^ g^-1^	9.53 ± 0.22	46 ± 36 (water) 96 ± 75 (Krebs)	185.9 ± 7.2	-	0.52 ± 0.02	18.6 (water) 12.22 (Krebs)	27.7 ± 0.5
^a^CuO NPs PEG-coated, CAS 1317-38-0 (PlasmaChem GmbH, Lot YF140114)	99% purity; diameter, 10 - 20 nm	7.46 ± 0.42	100 ± 36 (water) 189 ± 113(Krebs)	105.0 ± 3.5	-	0.29 ± 0.01	52.02 (water) 17.44 (Krebs)	- 16.8 ± 0.4

^a^Supplied as dry powders, bespoke design and production of spherical particles for the NANOSOLUTIONS project *via* Alexei Antipov, PlasmaChem GmbH

^b^Brunauer–Emmett–Teller (BET) surface area values (mean ± one standard deviation, *n* = 3) from NANOSOLUTIONS project conducted by A. Besinis

^c^Based on transmission electron microscopy (TEM) images of CuO ENMs from a 100 mg l^-1^ Cu stocks in Milli-Q water where data are mean ± standard error of the mean (S.E.M) with *n* = 60 measurements

^d^Particle size distribution measurements (mean ± one standard deviation, *n* = 3) by Nanoparticle tracking analysis (NTA) on 100 mg l^-1^ Cu ENM stocks in Milli-Q water or Krebs physiological saline at pH 7.4

^e^Data are means ± S.E.M (*n* = 3 replicates) of total measured copper concentration by ICP-OES following *aqua regia* acid digestion of the dry powders, and after normalisation to an initial 0.02 g weight of material; Cupric oxide nanoparticles (CuO NPs)

^f^With a 0.8 fraction of copper by weight in uncoated CuO NPs

^g^Relative to the measured copper content in the uncoated CuO NPs

^h^Maximum slope from rectangular hyperbola function of curve fitting used to estimate the maximum rate of dissolution of copper from the dialysis experiments, in triplicate

^i^Zeta potential of CuO dispersions in ultrapure water (pH 5) as an average of five separate measurements.- Not possible to calculate from the manufacturer’s information on material composition; -- Data not applicable to the test material. The Krebs physiological saline data are from Besinis and Handy, unpublished

### Exposure to CuO nanomaterials induced significant neutrophil migration into the lungs of phosphate-buffered saline (PBS)- and OVA-challenged mice

To characterize the pulmonary effects of CuO materials, inflammatory cell influx in bronchoalveolar lavage (BAL) and pathological changes in lung tissue were evaluated along with mRNA expression analysis of cytokines in tissue samples. Development of AAI in our model was evidenced by increased number of eosinophils and lymphocytes in BAL, activation of goblet cells in lung tissue and up-regulation of pro-inflammatory TNF, pro-allergic IL-33 and Th2 type IL-13 in the lungs of OVA-challenged compared with PBS-challenged mice (OVA versus PBS group in Fig. 1). Furthermore, OVA-challenged mice exhibited eosinophils as well as elevated number of CD4+ T cells in the lung tissue (OVA versus PBS in Fig. 2a-b, e).

**Fig. 1:**
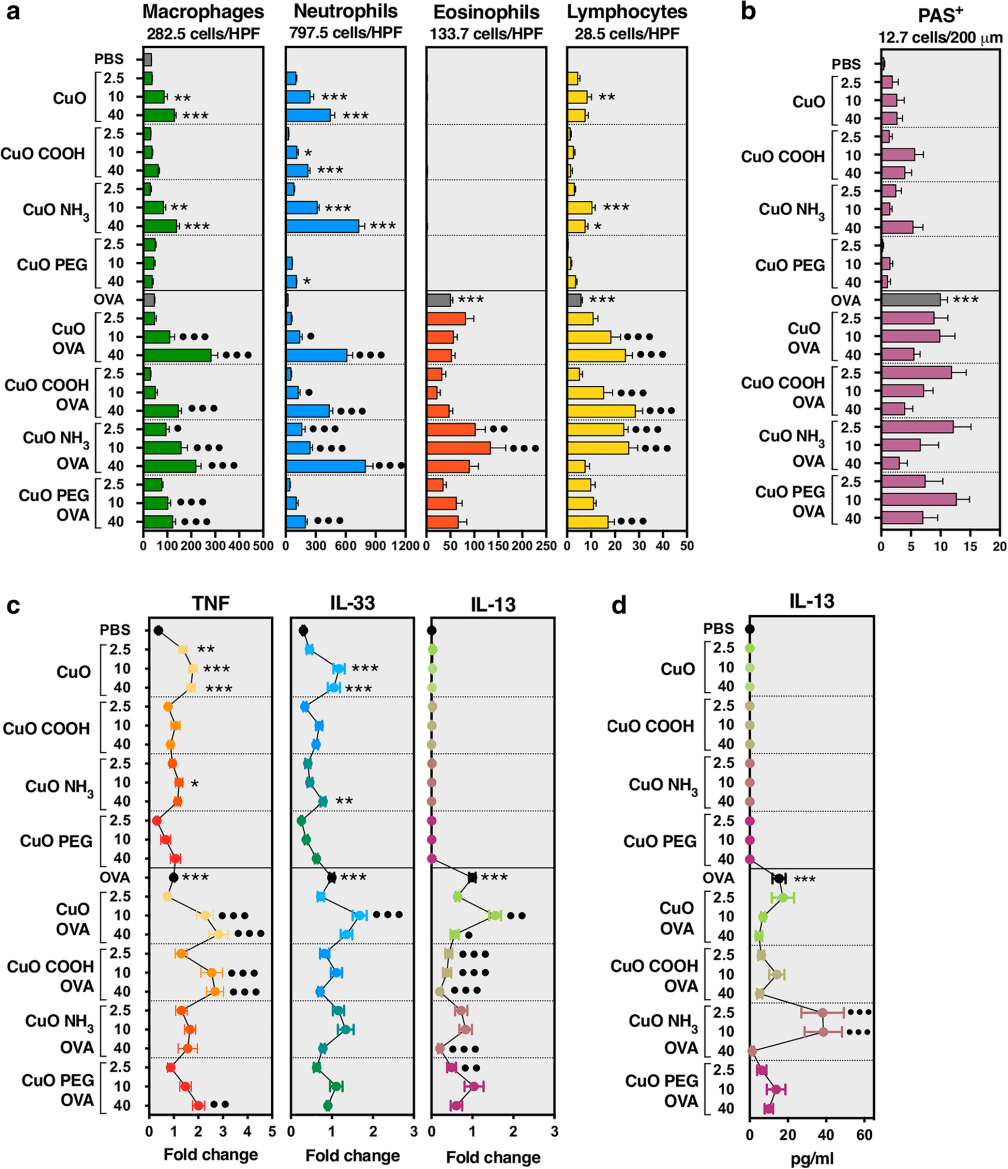
Cell counts, expression and release of (pro-)inflammatory markers following exposure to CuO materials**.** BALB/c mice were sensitized ip to OVA/Alum on day 1 and 10, and exposed repeatedly to 2.5, 10 or 40 μg/mouse of CuO nanomaterials dispersed in PBS with or without OVA by oropharyngeal aspiration after a 10-day recovery period. **a** BAL cell counts showed the ability of CuO materials to trigger an increase in the number of macrophages, lymphocytes and especially neutrophils into the airways of both PBS- and OVA-challenged mice whereas eosinophils were detected only in OVA-challenged groups. **b** PAS staining revealed that CuO materials did not activate mucin-production in goblet cells. **c** Pro-inflammatory cytokines TNF and IL-33 were expressed in PBS-challenged as well as OVA-challenged mice while Th2 type cytokine IL-13 was expressed only in OVA-challenged mice. **d** IL-13 protein was detected in BAL supernatants by ELISA also only in OVA-challenged mice. Results in **a-b** are shown with the highest number of cells marked on top of each plot. Columns and error bars represent mean values ± standard error of mean (SEM). Statistically significant differences between experimental groups and PBS-challenged control mice are marked with “*” whereas the ones between experimental groups and OVA-challenged control mice are marked with “•”. */•*P* < 0.05; **/••*P* < 0.01; ***/•••*P* < 0.001. HPF, high power field; PAS, periodic acid–Schiff

**Fig. 2:**
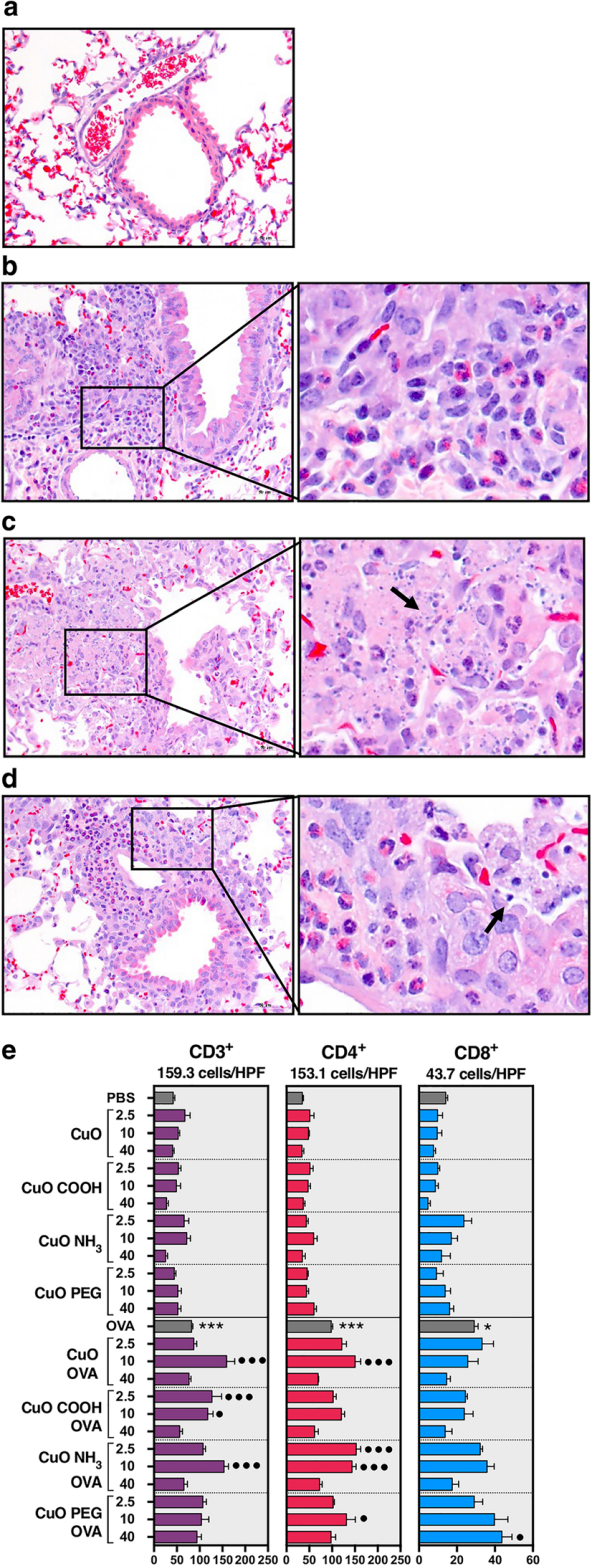
Histological and immunohistochemical evaluation of the lung tissue after exposure to CuO nanomaterials**.** BALB/c mice were sensitized ip to OVA/Alum on day 1 and 10, and exposed repeatedly to 2.5, 10 or 40 μg/mouse of CuO nanomaterials dispersed in PBS with or without OVA by oropharyngeal aspiration after a 10-day recovery period. H&E-stained lung tissue of **a** a PBS-challenged control, **b** OVA-challenged, **c** PBS-challenged and 40 μg of core CuO-exposed, and **d** OVA-challenged and 40 μg of core CuO-exposed mouse. The presence of eosinophils in OVA-challenged mice and neutrophils accompanied with nuclear dust in CuO-treated mice were found. E, The number of CD3+, CD4+ and CD8+ T cells in the lung tissue. Images **a-d** are shown at × 400 magnification with a 50-μm scale bar. Arrows in the insets indicate the location of nuclear dust. Counts of T cell subtypes in **e** are shown as positive cells per high power field (HPF) with the highest number of cells marked on top of each plot. Columns and error bars represent mean values ± standard error of mean (SEM). Statistically significant differences between experimental groups and PBS-challenged control mice are marked with “*” whereas the ones between experimental groups and OVA-challenged control mice are marked with “•”. */•*P* < 0.05; ***/•••*P* < 0.001

CuO materials tested in our study induced a significant neutrophil influx into the airways of PBS- as well as OVA-challenged mice (Fig. 1a). The materials did not influence the number of eosinophils in BAL nor mucus-producing goblet cells in the lung tissue of OVA-challenged mice, except in case of CuO NH_3_ whose exposure triggered additional migration of eosinophils into the airways (Fig. 1a-b). Co-exposure to OVA and CuO materials had an additive (mostly dose-dependent) effect on the number of macrophages and lymphocytes (Fig. 1a). Total number of BAL cells and relative proportion of differential immune cells is presented in Additional file 1: Table S1.

CuO nanomaterials increased the expression of pro-inflammatory TNF and pro-allergic IL-33 but did not up-regulate IL-13 expression in PBS-challenged mice, as compared to specific controls (Fig. 1c). TNF and IL-33 levels were increased especially in response to CuO in both PBS-challenged as well as OVA-challenged in mice. In OVA-challenged mice, CuO nanomaterials rather suppressed the expression of IL-13 compared with OVA controls (Fig. 1c). IL-13 was measured also at the protein level in BAL supernatants and no significant changes were seen in OVA-challenged groups, except in a case of CuO NH_3_ that had increased IL-13 protein release at doses 2.5 and 10 μg/mouse (Fig. 1d).

Histological assessment of mice treated with CuO nanomaterials, revealed the presence of inflammatory areas and nuclear dust (Fig. 2a-d; Additional file 9: Figure S5). These changes were seen in both PBS- and OVA-challenged mice treated with 10 and 40 μg/mouse of CuO, CuO COOH and CuO NH_3_. Inflammation was milder at 10 μg/mouse in CuO PEG-exposed mice (Additional file 9: Figure S5A) whereas the effects were comparable to the ones of other CuO materials at 40 μg/mouse. Nuclear dust was especially evident in the lung tissue at the highest dose of 40 μg/mouse, at which it was observed in response to all ENM (Fig. 2c-d). Since all materials exhibited similar changes at the highest dose, quantification of the inflammatory areas and nuclear dust was performed at dose 10 μg/mouse. The core material and CuO PEG only were selected for evaluation because the other surface-functionalized materials had equivalent effects on the lung tissue at this dose as CuO. It was found that exposure to CuO triggered or enhanced inflammation and caused the formation of nuclear dust in both OVA- and PBS-challenged mice as compared with their respective controls (Additional file 9: Figure S5B). CuO PEG-induced inflammation in PBS-challenged mice was minor compared with PBS controls and significantly milder compared to the inflammation caused by CuO. Similar result appeared also in OVA-challenged mice but the difference between the groups of CuO and CuO PEG was statistically insignificant. Nuclear dust was observed only in CuO- but not in CuO PEG-treated mice (Additional file 9: Figure S5C).

Immunohistochemical staining of lung tissue revealed no increased influx of T cell subtypes in PBS-challenged mice. However, increase of CD3+ T cells in OVA-challenged mice was seen after treatment with all CuO materials, especially at the dose of 10 μg/mouse, except with CuO PEG (Fig. 2e). Further characterization showed that this increase was derived from the elevated presence of CD4+ T cells since the numbers of CD8+ T cells remained generally at similar levels as in OVA-challenged mice.

### Transcriptome analysis revealed that CuO PEG has a lower potential in triggering changes at gene expression level than other tested materials

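The authors measured lung tissue RNA on 2-colour Agilent arrays, on which each sample carried Cy3 or Cy5. The methods state that independent pools of 2 RNA samples were labelled, so a sample here is such a pool and not a single mouse. The deposited scanner output of 89 samples in 26 experimental groups was analysed. PBS-challenged controls had 7 samples, OVA-challenged controls 8, PBS-challenged mice given 10 μg/mouse of CuO NH_3_ or of CuO PEG 4 each, and every other group 3. The doses of 2.5, 10 and 40 μg/mouse follow the paper, while the treatment text of the deposited labels gives the same figures in mg/mouse. The fourth sample that Fig. 3a shows for OVA-challenged mice given 2.5 μg/mouse of CuO was not analysed here. The samples lay on 46 arrays of 6 slides, of which 43 held 2 of these samples and 3 held 1. CuO and CuO COOH were on slides 1 to 3 with 3 PBS and 4 OVA controls, and CuO NH_3_ and CuO PEG on slides 4 to 6 with 4 PBS and 4 OVA controls. The median foreground intensity of a sample was 62 to 130 in Cy3 (median 86) and 70 to 203 in Cy5 (median 97). It stood a median of 2.96 times above the local background in Cy3 and 1.80 times in Cy5, which limits the precision for weakly expressed genes. A median of 60.5% of the 62976 spots was well above background in Cy3 and 58.8% in Cy5, and 0 spots were saturated. The authors extracted these intensities with Agilent's Feature Extraction software, and their methods describe log2 transformation, quantile normalization, ComBat adjustment for labelling and array, and limma. From the deposited intensities, log2 median foreground values were quantile normalized over the 89 samples without background subtraction, control spots and spots marked as outliers were left out, and probes were averaged to 22911 genes. Each experimental group was compared with its controls by limma with terms for dye and array, and each modified material with core CuO with terms for dye, slide and array position. Genes were called DEGs at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 0.58. Apart from gene lists and alternatives that are said to be chosen later, the fits, thresholds, gene sets and settings were chosen before the data were examined.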

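The samples were grouped on the 500 genes with the smallest p of limma's F test over all comparisons against controls, after dye, slide and array position had been removed. The experimental groups were kept in the fit that removed these terms. Fig. 3a gives the thresholds for its top 500 DEGs, but not the comparison they come from, their ranking, the distance or the linkage, and these thresholds were not applied to the 500 genes here. Average linkage on Euclidean distances between z-scores was used, and the tree was divided into 5 clusters. A cluster of 10 samples held 7 of 7 PBS-challenged controls and all 3 samples given 2.5 μg/mouse of CuO PEG. The 4 samples given 10 μg/mouse of CuO PEG lay outside it, in a cluster of 26 samples. This grouping depended on the batch terms. With dye and hybridisation removed in place of dye, slide and position, all 7 samples of these lower doses of CuO PEG lay with the PBS-challenged controls. Those terms leave 17 residual degrees of freedom in place of 50, which draws the samples of a group together. That whole groups share a cluster under this setting is therefore in part built in. With no batch terms removed, and with the deposited value table, 6 of 7 did, and with complete linkage 3 of 7.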

Hierarchical clustering of top 500 differentially expressed genes (DEGs) showed that lung tissue of PBS-challenged mice exposed to the two lower doses (2.5 and 10 μg/mouse) of CuO PEG shared similar expression patterns with their controls (cluster e in Fig. 3a). 

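In OVA-challenged mice, 8 of 8 controls and 6 of 6 samples given 2.5 or 10 μg/mouse of CuO PEG fell into 1 cluster of 35 samples. That cluster also held every OVA-challenged sample of the other materials at these doses. With dye and hybridisation removed, the 8 controls and the 6 samples of CuO PEG still shared a cluster. Under complete linkage 3 of 6 samples of CuO PEG lay with the OVA-challenged controls, and with no batch terms removed 4 of 6.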

The same trend was also seen among OVA-challenged mice (cluster a in Fig. 3a). 

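Of the PBS-challenged samples given 2.5 or 10 μg/mouse of CuO, CuO COOH or CuO NH_3_, 19 of 19 lay in the same cluster as 3 of 3 samples given 40 μg/mouse of CuO PEG. In OVA-challenged mice, 18 of 18 samples of these lower doses and 3 of 3 samples of CuO PEG at 40 μg/mouse were together, in the cluster that held the OVA-challenged controls too. They separated from those controls into a cluster of their own when dye and hybridisation were removed. Complete linkage kept 9 of 18 lower-dose samples of OVA-challenged mice together and none (0 of 3) of the samples of CuO PEG at 40 μg/mouse with them.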

Samples from mice treated with lower doses of all other materials and the highest dose of CuO PEG clustered together within both, PBS-challenged and OVA-challenged mice (clusters b-c in Fig. 3a). Regardless of the allergen challenge, mice exposed to higher doses of all materials except CuO PEG shared a similar expression pattern (cluster d in Fig. 3a).

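At 40 μg/mouse of CuO, CuO COOH and CuO NH_3_, the 9 PBS-challenged samples formed a cluster and the 9 OVA-challenged samples another, with no other sample in either. The largest group of these 18 samples therefore held 9. All 18 lay in a single cluster under complete linkage, with dye and hybridisation removed, and with no batch terms removed.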

**Fig. 3:**
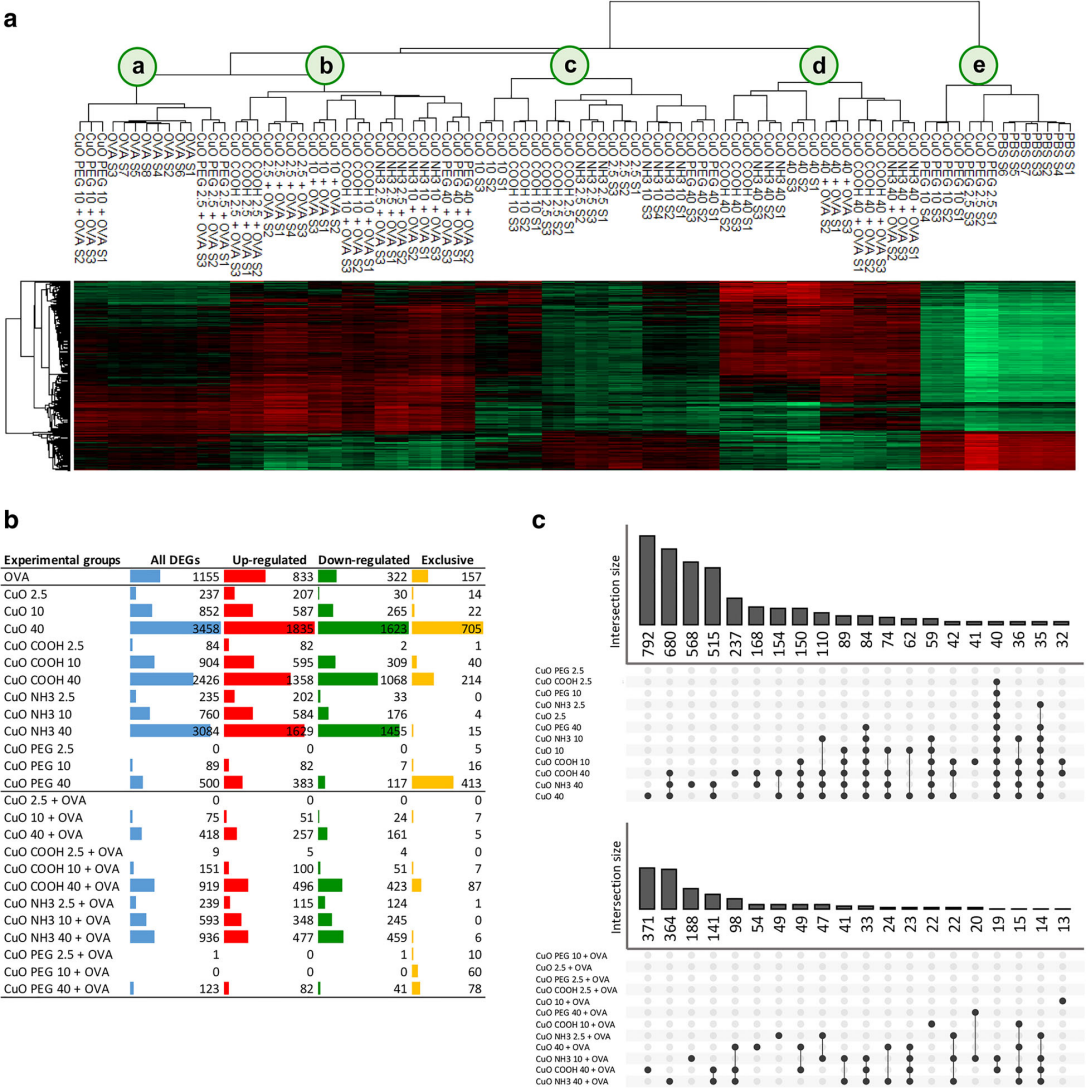
Differential gene expression analysis**. a** Heat map of top 500 differentially expressed genes (linear FC > |1.5|, adjusted *P* value < 0.05) in each analyzed lung tissue sample of PBS- and OVA-challenged mice exposed to CuO nanomaterials by oropharyngeal aspiration (2.5, 10 and 40 μg/mouse). Z-score normalized log2 intensity values were used as input for hierarchical clustering. Red color indicates a higher expression while green refers to a lower expression. **b** Numbers of total, up-regulated, down-regulated and exclusively differentially expressed genes (DEGs; linear FC > |1.5|, adjusted *P* value < 0.05) in lung tissue after exposure to CuO nanomaterials of PBS- and OVA-challenged mice versus the corresponding control mice. **c** UpSet plots showing 20 largest intersections of DEGs that are either specific to a treatment or shared between experimental groups among PBS and OVA-challenged mice. The upper bar chart indicates the number of DEGs in each intersection

Number of DEGs in each experimental group compared with their respective controls revealed that more changes took place in PBS-challenged than in OVA-challenged mice (Fig. 3b, Additional file 2: Table S2). 

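At 40 μg/mouse, limma called 3231 DEGs after CuO, 2368 after CuO COOH, 3035 after CuO NH_3_ and 512 after CuO PEG in PBS-challenged mice, each from 3 exposed samples against 7 controls. In OVA-challenged mice, the same doses gave 378, 878, 904 and 132 DEGs, from 3 samples against 8 controls. The count after CuO in PBS-challenged mice moved most with replicate number and dye as the only batch terms, to 2604. Single samples moved several of these counts. Without replicate 2 of CuO at 40 μg/mouse, 459 DEGs were left in PBS-challenged mice, and without replicate 1 of the PBS-challenged controls CuO COOH gave 1019. CuO PEG gave 279 without its replicate 2. In OVA-challenged mice, CuO gave 29 without its replicate 2, CuO COOH 118 and CuO NH_3_ 427 without their replicate 1. CuO PEG gave 9 DEGs without its replicate 3 and 442 without its replicate 2. The difference between the challenges was tested itself, as the exposure effect in OVA-challenged mice minus that in PBS-challenged mice. It passed the thresholds in 255 genes for CuO, 261 for CuO COOH and 361 for CuO NH_3_. The exposure effect was nearer 0 in OVA-challenged mice in 252, 257 and 333 of these genes. These counts fell to 49 without replicate 2 of PBS-challenged CuO, 60 without replicate 1 of PBS-challenged CuO COOH and 149 without replicate 1 of PBS-challenged CuO NH_3_. With dye, slide and position as batch terms, 1238 genes differed for CuO. For CuO PEG, limma called 0 such genes, with 1121 at an unadjusted p under 0.05, 191 with the array as a random block and 24 without OVA control replicate 7. Timp1 was the called gene with the largest difference for CuO: its log2 fold change was 5.29 in PBS-challenged and 1.06 in OVA-challenged mice (adjusted p of the difference 0.00147).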

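With 2.5 and 10 μg/mouse, PBS-challenged mice had 207 and 825 DEGs after CuO, 82 and 828 after CuO COOH, 220 and 760 after CuO NH_3_ and 0 and 98 after CuO PEG. Each count was below that of the same material at 40 μg/mouse. OVA-challenged mice had 0 and 61 after CuO, 8 and 152 after CuO COOH, 210 and 575 after CuO NH_3_ and 1 and 0 after CuO PEG, so that the count rose at each step for 3 of the 4 materials. Fig. 3b prints the same numbers for CuO NH_3_ at 10 μg/mouse and CuO PEG at 2.5 μg/mouse in PBS-challenged mice, and for CuO at 2.5 μg/mouse and CuO PEG at 2.5 and 10 μg/mouse in OVA-challenged mice. Beside the counts of 0 from limma, 1005 genes in PBS-challenged mice given 2.5 μg/mouse of CuO PEG had an unadjusted p under 0.05, and 917 and 1289 in the OVA-challenged groups of CuO at 2.5 and CuO PEG at 10 μg/mouse. With the array as a random block these 3 groups had 0, 83 and 307 DEGs. With replicate number and dye as the only batch terms they had 804, 9 and 1742. The count of 0 for CuO at 2.5 μg/mouse in OVA-challenged mice rests on 1 sample, since the other two were alone on their arrays. Several of these lower-dose counts also moved when single samples were left out. In PBS-challenged mice, CuO at 2.5 μg/mouse gave 51 DEGs without its replicate 3, CuO COOH 0 without its replicate 1 and CuO NH_3_ 52 without its replicate 3. At 10 μg/mouse, CuO gave 287 without PBS control replicate 3, CuO COOH 106 without its replicate 3, CuO NH_3_ 270 without its replicate 4 and CuO PEG 31 without its replicate 3. In OVA-challenged mice, CuO NH_3_ gave 0 at 2.5 μg/mouse without its replicate 2 and 35 at 10 μg/mouse without its replicate 3, while CuO COOH gave 6 at 10 μg/mouse without its replicate 1 and CuO 4 without its replicate 2.

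**Figure D1:**
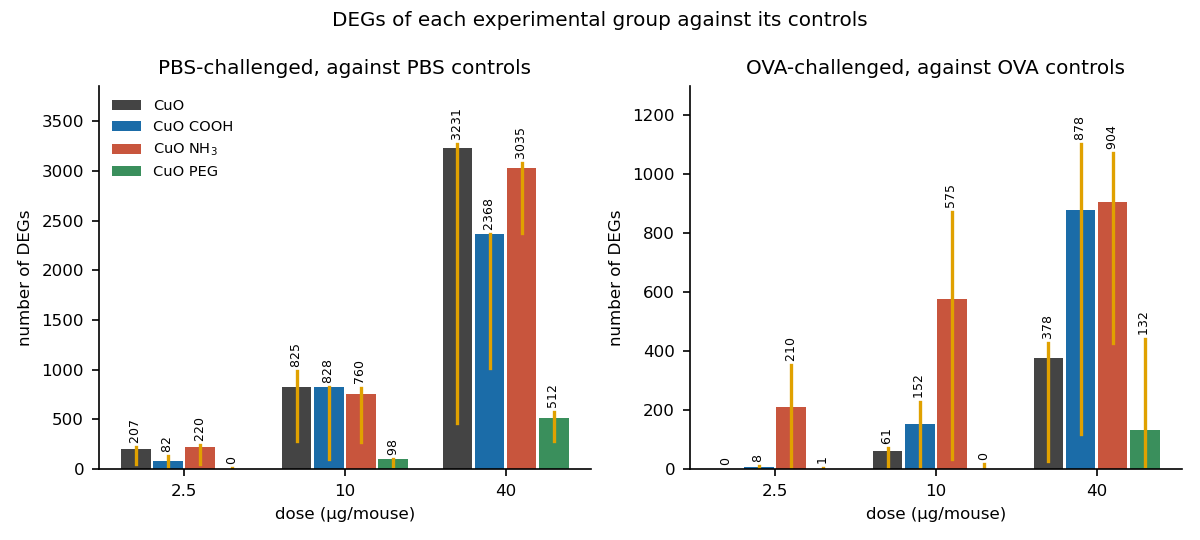
Number of DEGs (y axis) of CuO, CuO COOH, CuO NH_3_ and CuO PEG at 2.5, 10 and 40 μg/mouse (x axis) against PBS-challenged controls (left) and OVA-challenged controls (right), with the count printed above each bar. The yellow lines give the range of the count when each sample of the 2 groups is left out in turn, for CuO at 40 μg/mouse in PBS-challenged mice from 459 to 3269.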

Every material triggered a dose-dependent response as the number of DEGs was increasing across the doses. CuO PEG induced notably less changes compared with other CuO materials which supports the finding seen on the heatmap. 

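The size of the changes was compared over the DEGs of core CuO at the same dose in PBS-challenged mice, as the log2 fold change of each material divided by that of CuO. The median ratio of CuO PEG was -0.118 at 2.5 μg/mouse, 0.245 at 10 μg/mouse and 0.367 at 40 μg/mouse. CuO COOH had 0.847, 0.909 and 0.769 and CuO NH_3_ 0.818, 0.630 and 0.796. Genes chosen by their change after CuO lower these ratios. Over the DEGs of CuO PEG itself, the median ratio was 0.440 at 10 μg/mouse and 0.603 at 40 μg/mouse. In OVA-challenged mice, it was 0.475 over the DEGs of CuO and 1.00 over those of CuO PEG at 40 μg/mouse. The largest rises after 40 μg/mouse of CuO PEG in PBS-challenged mice were Saa3 (log2 fold change 4.92, standard error 0.71, adjusted p = 2.08e-04), Saa1 (4.63) and Ccl2, and the largest falls were Ear2 (-2.76, standard error 0.37, adjusted p = 1.16e-04), Ear1 (-2.67) and Ear10 (-2.53). After CuO at this dose, Saa3 rose by 6.18 on the log2 scale and Ear2 fell by 4.19. From the lower number of DEGs, together with the grouping on the heat map, the paper concludes that CuO PEG changed expression less than the other CuO materials.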

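Across the 12 exposed groups of PBS-challenged mice, 4473 genes were DEGs in at least 1 group, and 1816 across those of OVA-challenged mice. Each gene was assigned to the exact combination of groups in which it was called. In PBS-challenged mice, 663 DEGs were called at 40 μg/mouse of CuO, CuO COOH and CuO NH_3_ and in no other group. A further 657 were called at 40 μg/mouse of CuO alone, 586 at 40 μg/mouse of CuO NH_3_ alone and 252 at 40 μg/mouse of CuO COOH alone. CuO and CuO NH_3_ at 40 μg/mouse shared 513 called in no other group. In OVA-challenged mice, 361 were called at 40 μg/mouse of CuO NH_3_ alone, 354 at 40 μg/mouse of CuO COOH alone, 195 at 10 μg/mouse of CuO NH_3_ alone and 86 at 40 μg/mouse of all 3. The comparisons of a challenge share their controls. In 20 simulated data sets without exposure effects on the same controls, the 4 comparisons at 40 μg/mouse in PBS-challenged mice together gave at most 2 DEGs. With so few calls, they cannot show how much the shared controls add to the shared DEGs.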

Venn comparisons of DEG sets of experimental groups revealed that the highest number of DEGs were exclusive or shared between higher doses of CuO, CuO COOH and CuO NH_3_ in both PBS-challenged and OVA-challenged mice (Fig. 3c).

To validate the microarray data, monocyte chemoattractants CCL2 (MCP-1) and CCL7 (MCP-3), and eosinophil-recruiting CCL11 (eotaxin-1) were chosen for reanalysis by real-time quantitative polymerase chain reaction (PCR). 

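On the arrays, Ccl2 (gene 20296), Ccl7 (gene 20306) and Ccl11 (gene 20292) were each measured by 1 probe, which was well above background in 89, 88 and 85 of the 89 samples. With dye, slide and position removed, the mean log2 intensity of Ccl2 was 8.63 ± 0.62 (SD, n = 7 samples) in PBS-challenged controls and 12.50 ± 0.42 (n = 3) after 40 μg/mouse of CuO. The log2 fold change from limma at 40 μg/mouse in PBS-challenged mice was 5.10, 4.66, 4.58 and 4.53 for Ccl2 after CuO, CuO COOH, CuO NH_3_ and CuO PEG. For Ccl2 after CuO the standard error was 0.66 and the adjusted p 8.61e-06. Ccl7 changed by 5.55, 4.75, 4.57 and 4.40 in the same order, with a standard error of 0.67 and an adjusted p of 3.42e-06 after CuO. With CuO PEG at 10 μg/mouse, Ccl2 rose by 1.72 and Ccl7 by 1.41. At 2.5 μg/mouse of CuO PEG, neither was a DEG (Ccl2 -0.32, standard error 0.63, adjusted p = 1.00). With dye, slide and position removed, the mean of Ccl2 in that group lay slightly above that of the PBS-challenged controls. The sign of this small difference therefore depended on the batch terms. In OVA-challenged mice at 40 μg/mouse, Ccl2 changed by 3.17, 2.34, 2.91 and 2.69 and Ccl7 by 3.12, 2.27, 2.51 and 2.23 relative to OVA-challenged controls. Ccl7 after CuO PEG was not among the DEGs there (standard error 0.56, adjusted p = 0.0632), but was with the array as a random block (1.64). Ccl11 was a DEG in none (0) of the 24 exposed groups. It was one in 2 of 24 with the array as a random block, PBS-challenged mice given 2.5 μg/mouse of CuO (1.30) and OVA-challenged mice given 40 μg/mouse of CuO NH_3_ (-1.16). With dye, slide and position, an alternative chosen after seeing the data, it was one after 40 μg/mouse of CuO in PBS-challenged (-0.65) and OVA-challenged mice (-1.47). Its log2 fold change after 40 μg/mouse of CuO was -0.18, standard error 0.35, adjusted p = 0.845 in PBS-challenged mice, and -0.33 in OVA-challenged mice (standard error 0.35, adjusted p = 0.788).

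**Figure D2:**
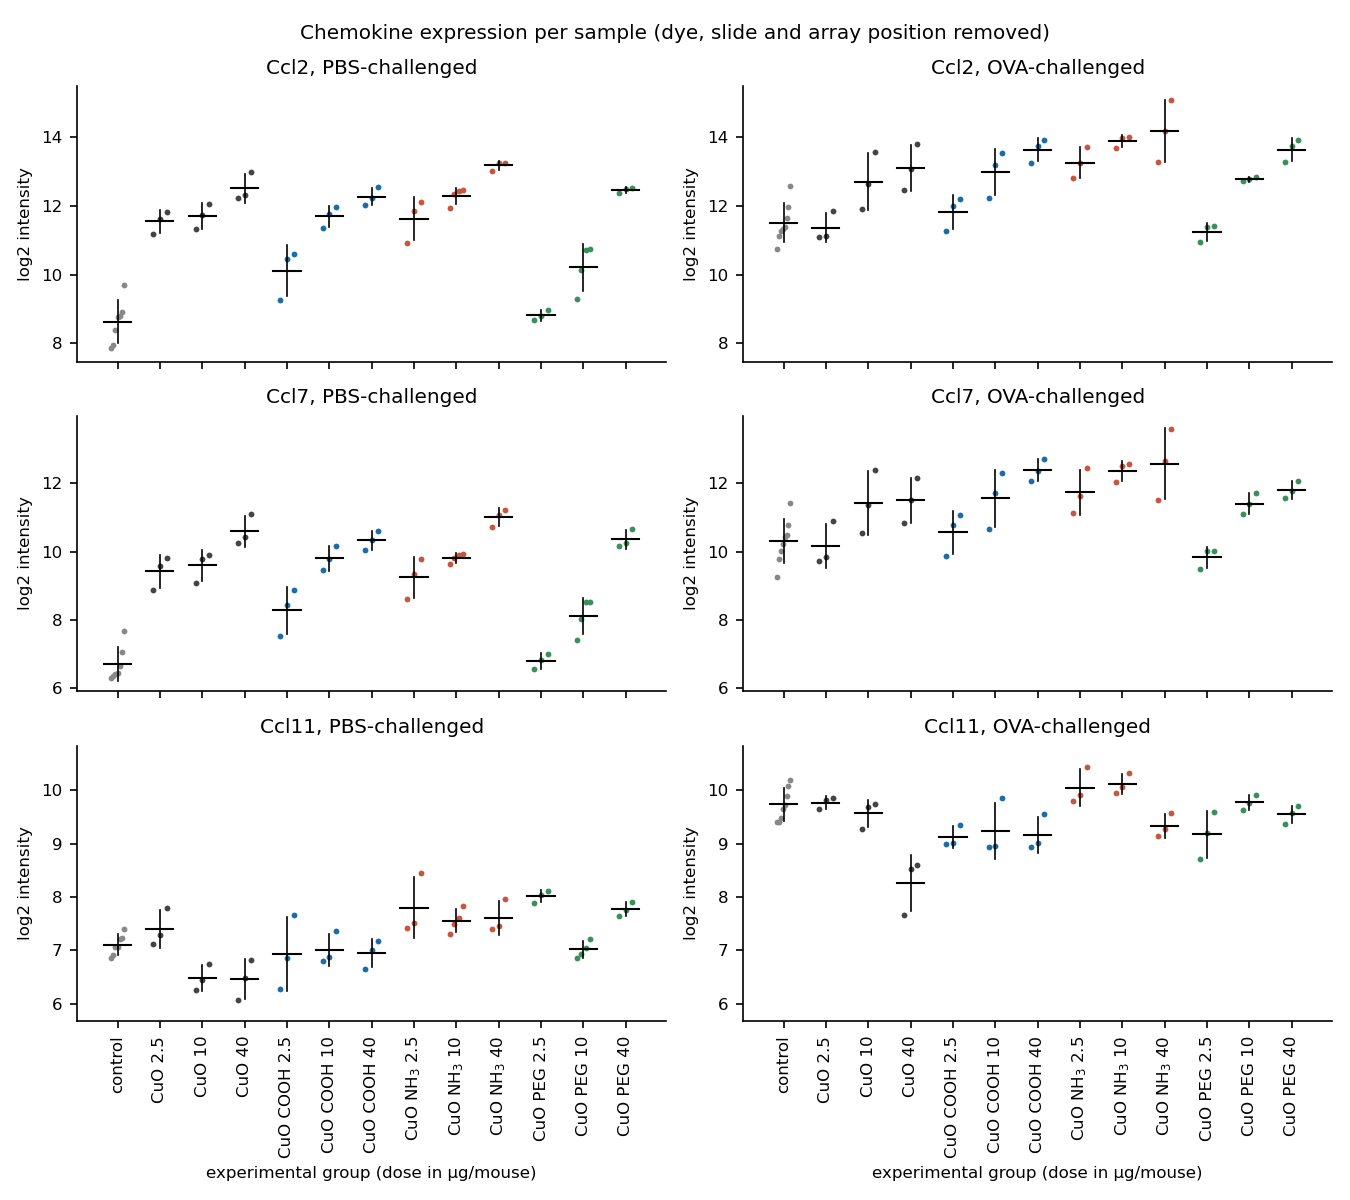
Log2 intensity (y axis) of Ccl2, Ccl7 and Ccl11 in every sample of PBS-challenged (left) and OVA-challenged mice (right) by experimental group (x axis, dose in μg/mouse), with points for samples and lines for the mean ± SD. Ccl2 lies at a mean of 8.63 in PBS-challenged controls, 8.81 at 2.5 μg/mouse and 12.46 at 40 μg/mouse of CuO PEG.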

The PCR-based expression levels were highly correlating (Pearson’s r ≥ 0.95) with the transcriptomics data (Additional file 10: Figure S6). Furthermore, CCL2 was measured at protein level in BAL supernatants and its levels were highly similar to those obtained by microarray and PCR. In addition, several biomarkers linked to AAI were also identified in the microarray-based transcriptomics data to present the differences between PBS- and OVA-challenged control mice (Additional file 11: Figure S7).

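OVA-challenged controls (n = 8 samples) differed from PBS-challenged controls (n = 7) in 1197 DEGs, of which 856 were higher and 341 lower. The count was largest with dye, slide and position as batch terms, at 1491, and ranged from 883 to 1349 with each sample left out in turn. Of the markers the paper lists for Figure S7, 7 of 7 were DEGs and higher in OVA-challenged controls, and 7 adjusted over the list alone. The log2 fold change was 4.26, standard error 0.35, adjusted p = 1.31e-08 for Ccl24 and 3.03, standard error 0.48, adjusted p = 1.11e-04 for Muc5ac. Ccl17 rose by 2.27 on the log2 scale, Ccl11 by 2.07, Muc5b by 2.32, Il33 by 1.42 and Il4 by 1.05. The adjusted p of these 5 lay between 2.43e-07 for Ccl11 and 0.00737 for Il4. In all 7 markers, 8 of 8 OVA-challenged controls lay above all 7 PBS-challenged controls after dye, slide and position were removed. Clca1 (6.88, standard error 1.08, adjusted p = 9.64e-05), Ccl8 (5.91) and Gm15056 (5.37) rose most among all DEGs whose samples did not overlap. Fabp1 fell most (-1.63, standard error 0.38, adjusted p = 0.00476), followed by Krtap17-1 (-1.48) and Igfbp3 (-1.36).

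**Figure D3:**
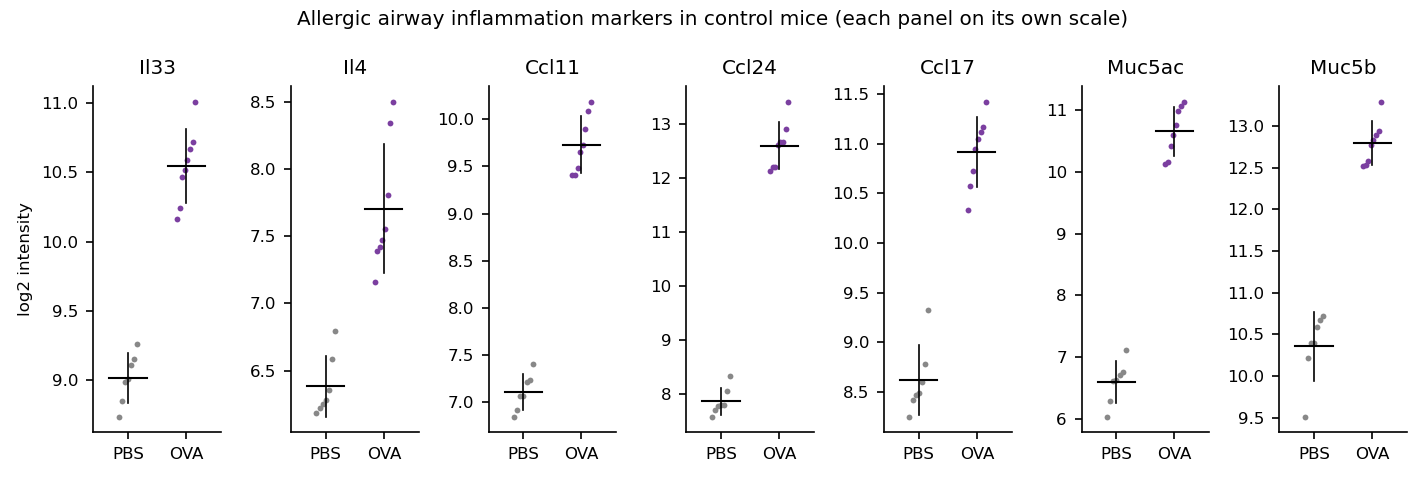
Log2 intensity (y axis, a scale per panel) of the 7 markers in the 7 PBS-challenged and 8 OVA-challenged control samples (x axis), with points for samples and lines for the mean ± SD. Ccl24 lies at a mean of 7.86 in PBS-challenged and 12.59 in OVA-challenged controls.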

### Irrespective of differentiating transcriptome profiles, CuO, CuO COOH and CuO NH_3_ displayed commonalities at pathway level

Excluding dose as a variable, we combined experimental groups of PBS-challenged or OVA-challenged mice that were treated with the same CuO material and compared their transcriptomic profiles against the ones of their corresponding controls to explore general differences between the materials at gene expression level (Fig. 4, Additional file 12: Figure S8, Additional file 3: Table S3). 

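With the doses merged, 9 samples of CuO and of CuO COOH and 10 of CuO NH_3_ were compared with the 7 PBS-challenged controls in a limma fit with 10 groups. CuO gave 270 DEGs, CuO COOH 497 and CuO NH_3_ 912. With the array as a random block CuO gave 1422. In OVA-challenged mice, with 9 samples of each material against 8 controls, the counts were 12, 3 and 125. Single samples had a large effect. Without replicate 2 of CuO at 40 μg/mouse, 46 DEGs of CuO were left. Without replicate 3 of the PBS-challenged controls, CuO COOH gave 0, and without replicate 1 of CuO NH_3_ at 40 μg/mouse CuO NH_3_ gave 83. In OVA-challenged mice, CuO gave 0 without replicate 1 of the 10 μg/mouse group, CuO COOH 13 without OVA control replicate 8, and CuO NH_3_ 4 without replicate 3 of the 10 μg/mouse group.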

CuO PEG did not produce any DEGs in mice challenged with PBS or OVA, while the other three materials elicited specific transcriptomic changes in both phenotypes. 

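For CuO PEG, limma called 0 DEGs in 10 samples against the PBS-challenged controls and 0 in 9 samples against the OVA-challenged controls. At an unadjusted p under 0.05, 1652 and 1828 genes differed. The counts stayed at 0 with normexp background correction, loess normalization, dim probes left out, ComBat before the fit, the deposited value table and controls of the same slides alone. With the array as a random block it became 156 and 195, and with replicate number and dye as the only batch terms 860 and 1186. Dye, slide and position gave 11 and 0. Leaving out replicate 3 of CuO PEG at 2.5 μg/mouse gave 11 DEGs in PBS-challenged mice.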

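The merged comparisons of CuO, CuO COOH and CuO NH_3_ in PBS-challenged mice called 1131 different genes. CuO alone called 65 (5.75%), CuO COOH alone 129 (11.4%) and CuO NH_3_ alone 536 (47.4%), and 147 (13.0%) were called for all 3 materials. Over the 9 alternatives run, the share of CuO NH_3_ alone lay between 8.39% with dye, slide and position as batch terms and 88.9% with controls of the same slides only, 2 alternatives chosen for these shares after seeing the data. The share called for all 3 was 40.7% and 2.99% there, and CuO alone had 19.3% with dye, slide and position. CuO NH_3_ alone had 21.1% and all 3 had 31.7% with the array as a random block. With loess normalization the shares were 9.72%, 14.5%, 33.2% and 17.3%. The 3 comparisons share the 7 controls, and 20 simulated data sets on those controls without exposure effects gave 0 genes called for all 3. Those data sets called 0 or 1 genes for the 3 materials together. They therefore cannot show how much shared controls add to the overlap of called genes.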

In PBS-challenged mice, 7.9, 13.2 and 39.9% of the DEGs were identified as unique to CuO, CuO COOH and CuO NH_3_ respectively, while 14.2% of the DEGs were shared between all three materials (Fig. 4a). A similar trend – where the most unique transcriptomic responses originated from CuO NH_3_ – was also observed in transcriptome of OVA-challenged mice (Additional file 12: Figure S8), but no functionally (in)activated biological processes could be identified based on Ingenuity™ pathway analysis (IPA) [16]. On the other hand, in PBS-challenged mice, the material-type-specific DEGs were predicted to activate/inactivate several pathways where the extent of activation/deactivation varied according to the material surface chemistry (Fig. 4b). 

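In OVA-challenged mice, the 3 merged comparisons called 131 genes. CuO NH_3_ alone called 117 of them (89.3%), CuO alone 3, CuO COOH alone 2, and 0 were called for all 3 materials by limma. For all 3, 127 (15.2%) were called with the array as a random block, 4 with ComBat before the fit and 1 with loess normalization. The share of CuO NH_3_ was 76.7% with ComBat before the fit, 45.7% with loess normalization and 42.0% with the array as a random block, and CuO NH_3_ had the largest share under each.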

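Pathway tools could not be run on these data, so hand-written gene sets tested with limma's cameraPR, at a preset inter-gene correlation of 0.01, stand for the processes the paper names. The set of 22 mitotic cell cycle genes, which holds genes that drive mitosis and is no checkpoint score, shifted up after all 3 materials with the doses merged in PBS-challenged mice. Its median log2 fold change was 1.56 after CuO (adjusted p = 9.58e-20), 2.04 after CuO COOH (adjusted p = 4.51e-26) and 1.63 after CuO NH_3_ (adjusted p = 1.14e-25). Under fry, which estimates the correlation between genes from the samples, the adjusted p was 0.0164, 0.00459 and 0.00125. Mki67, Top2a and Birc5 were the DEGs of the set that rose most after CuO, with Mki67 at 2.12, standard error 0.46, adjusted p = 0.0138. Whether the shift differs between the materials was not tested.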

All three materials suppressed Cell Cycle at G2/M DNA Damage Checkpoint Regulation and Antioxidant Action of Vitamin C pathway, for which the lowest degree of inhibition was predicted for core CuO DEGs. Similar surface-chemistry-based bioreactivity was also observed for the predicted activation of several innate immunity and pro-inflammatory pathways (Fig. 4b; IPA comparison analysis). 

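A set of 21 pro-inflammatory genes shifted up in PBS-challenged mice with the doses merged. The median log2 fold change was 0.40 after CuO, 0.38 after CuO COOH and 0.37 after CuO NH_3_, with adjusted p of 1.68e-08, 1.19e-06 and 6.30e-08 by cameraPR and 0.00249, 0.00773 and 5.74e-04 by fry. Cd14 rose by 2.33, 2.33 and 2.12 on the log2 scale (adjusted p = 0.0131, 0.0232 and 0.00196). A set of 20 acute phase genes shifted up as well, by a median of 1.42 after CuO, 1.46 after CuO COOH and 1.09 after CuO NH_3_ (adjusted p = 5.75e-19, 1.57e-15 and 9.75e-13). The differences between the materials were not tested.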

Among others, Aryl Hydrocarbon Receptor Signaling (least activated by core CuO) and Dendritic Cell Maturation pathways (least activated by CuO NH_3_) were activated.

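A set of 8 target genes of the aryl hydrocarbon receptor had a median log2 fold change of -0.09 after CuO, -0.11 after CuO COOH and -0.10 after CuO NH_3_, with adjusted p of 0.358, 0.423 and 0.473 by cameraPR and 0.346, 0.356 and 0.362 by fry. Within it, Ahr itself fell after CuO (-0.92, standard error 0.24, adjusted p = 0.0454), and Cyp1b1 rose after CuO NH_3_ (0.89, standard error 0.25, adjusted p = 0.0229). Genes of dendritic cell maturation were not tested as a set.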

**Fig. 4:**
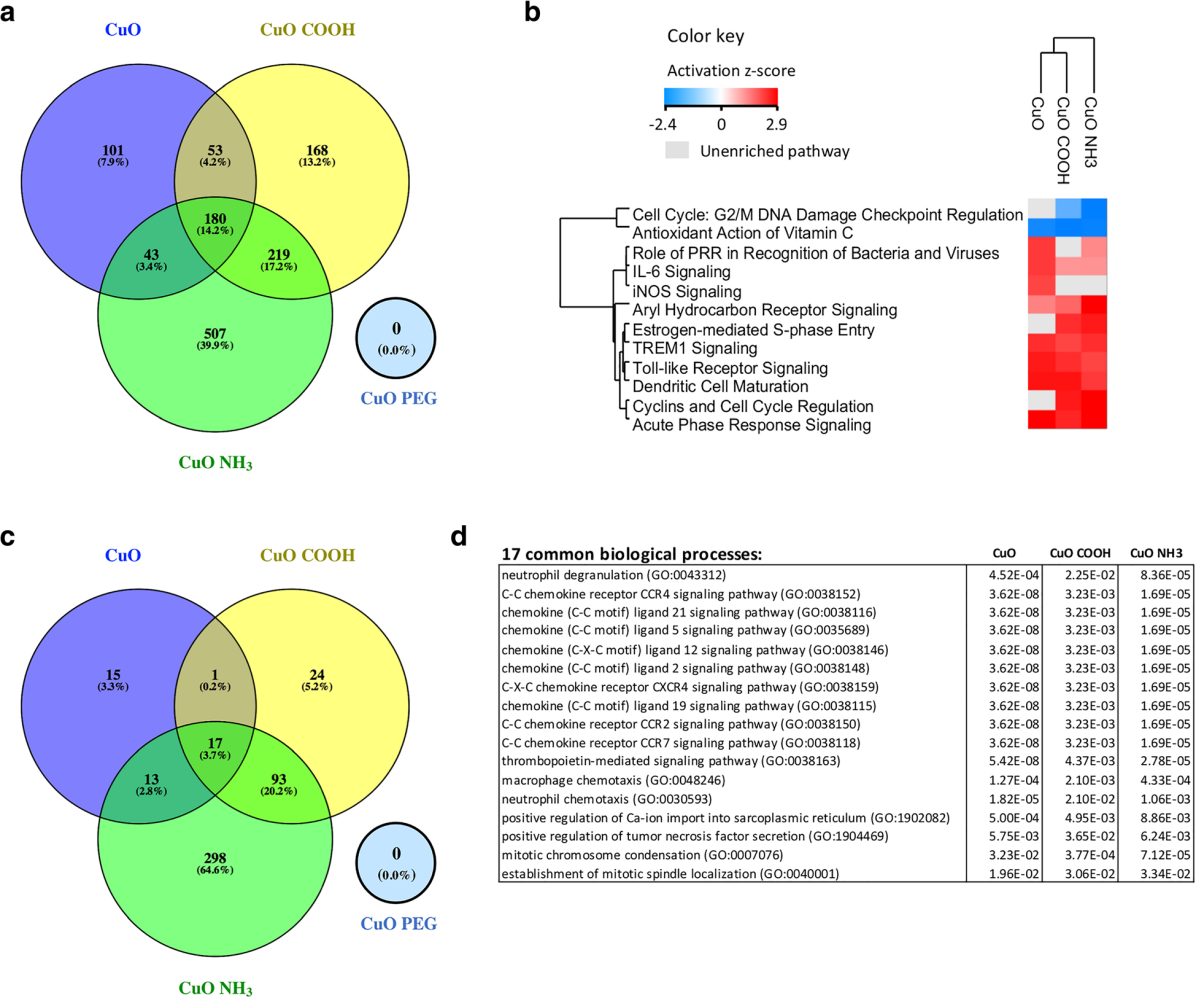
General profiling of canonical pathways and biological processes in PBS-challenged mice after CuO, CuO COOH and CuO NH_3_ exposure**.** Experimental groups of exposed PBS-challenged mice were merged based on the test material, and their transcriptomic profiles were compared against the one of PBS-challenged controls. **a** A Venn distribution of the number of DEGs (linear FC > |1.5|, adjusted *P* value < 0.05) in lungs of PBS-challenged mice exposed to CuO nanomaterials by oropharyngeal aspiration (2.5, 10 and 40 μg/mouse). **b** A heat map showing the activation z-scores of IPA canonical pathways filtered with z-score > 2 and -log(*P* value) > 2 across the materials. **c** Venn comparison of significantly enriched biological processes (adjusted *P* value < 0.05) obtained from analyses of DEG sets shown in (**a**). **d** 17 biological processes were commonly enriched by DEGs from the CuO, CuO COOH and CuO NH_3_ exposures

To study similarities of the biological processes, EnrichR tool was used [17, 18]. In PBS-challenged mice, 17 processes were commonly enriched in response to CuO, CuO COOH and CuO NH_3_ (Fig. 4c). Majority of these were related to cytokine/chemokine signaling, but other inflammatory processes, such as macrophage and neutrophil chemotaxis, and cell division overlapped between the materials as well (Fig. 4d). 

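A set of 21 chemokine genes rose in PBS-challenged mice by a median log2 fold change of 2.07 after CuO, 2.26 after CuO COOH and 1.58 after CuO NH_3_ with the doses merged (adjusted p = 6.21e-17, 1.06e-13 and 6.38e-13 by cameraPR, 4.32e-04, 5.74e-04 and 4.32e-04 by fry). Cxcl5 led after CuO (4.08, standard error 0.97, adjusted p = 0.0252) and CuO NH_3_ (3.96), and Ccl7 after CuO COOH (4.51, standard error 1.03, adjusted p = 0.0210). A set of 20 neutrophil genes shifted less, by 0.29 after CuO (adjusted p = 0.0492), 0.17 after CuO COOH (adjusted p = 0.143) and 0.42 after CuO NH_3_ (adjusted p = 0.00317). Under fry the neutrophil set passed for none of the 3, with adjusted p of 0.286, 0.418 and 0.0537. With the array as a random block its adjusted p after CuO NH_3_ was 0.0619 by cameraPR. According to the methods, the lungs were lavaged before tissue was taken for RNA. These tests therefore do not cover the neutrophils that the paper counted in the lavage fluid.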

In OVA-challenged mice, only few DEGs were obtained (Additional file 12: Figure S8A), however, enrichment analysis revealed one common biological process, i.e. neutrophil degranulation (Additional file 12: Figure S8B) that was seen also in PBS-challenged mice.

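In OVA-challenged mice with the doses merged, the 20 neutrophil genes rose by a median log2 fold change of 0.62 after CuO (adjusted p = 3.04e-05), 0.27 after CuO COOH (adjusted p = 0.00201) and 0.66 after CuO NH_3_ (adjusted p = 4.38e-07). By fry the adjusted p was 0.0618, 0.187 and 0.00773, so that the shift passed for CuO NH_3_ and not for the other two.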

### PEGylation modulates bioreactivity of pristine CuO via predicted suppression of inflammatory pathways

To investigate how surface functionalization affects the effects of core CuO, each dose of every modified material was compared against the corresponding dose of core CuO (Fig. 5, Additional file 4: Table S4). 

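In PBS-challenged mice, CuO PEG differed from core CuO in 424, 246 and 1009 DEGs at 2.5, 10 and 40 μg/mouse. CuO COOH differed in 43, 4 and 26 and CuO NH_3_ in 0, 36 and 30. The samples per group were 3, or 4 for CuO PEG and CuO NH_3_ at 10 μg/mouse. In OVA-challenged mice, CuO PEG differed in 1, 0 and 92 DEGs, CuO COOH in 0, 1 and 85 and CuO NH_3_ in 0, 0 and 95, so that the 3 materials differed from CuO in similar numbers of DEGs at 40 μg/mouse. Fig. 5a prints the same number for CuO NH_3_ at 2.5 μg/mouse in both challenges. CuO NH_3_ and CuO PEG lay on other slides than CuO, and the comparison runs through the controls on both sets of slides. Without a term for the slide, replicate number and dye gave 1744 DEGs for CuO PEG at 2.5 μg/mouse, the setting that moved this count most. With dye and hybridisation as terms the counts of CuO PEG in PBS-challenged mice were 456, 30 and 479, those of CuO COOH 0, 0 and 0 and those of CuO NH_3_ 0, 0 and 0. The fit has no term for the array that 2 samples share. Array effects as estimated, put into a single simulated data set, gave 374 calls in a comparison without changed genes (CuO COOH against CuO at 40 μg/mouse). The real data gave 26 DEGs in that comparison. The estimates put in carry their own error, so the 374 calls show that arrays can add calls but not how many. Single samples changed the counts. In PBS-challenged mice, CuO PEG gave 210 at 2.5 μg/mouse without CuO replicate 3, 75 at 10 μg/mouse without CuO replicate 3 and 592 at 40 μg/mouse without CuO replicate 2. CuO COOH gave 2 at 2.5 μg/mouse without its replicate 2, 10 at 10 μg/mouse without its replicate 2 and 142 at 40 μg/mouse without CuO replicate 3. CuO NH_3_ gave 95 at 10 μg/mouse without CuO replicate 1 and 132 at 40 μg/mouse without CuO replicate 3. At 40 μg/mouse in OVA-challenged mice, CuO PEG and CuO NH_3_ gave 0 and 3 without CuO replicate 1, and CuO COOH 21 without its replicate 1. Beside limma's counts of 0, at an unadjusted p under 0.05 CuO NH_3_ at 2.5 μg/mouse differed in 1152 genes in PBS-challenged mice. In OVA-challenged mice, CuO COOH and CuO NH_3_ at 2.5 μg/mouse differed in 1008 and 1251 at that level, and CuO NH_3_ and CuO PEG at 10 μg/mouse in 1559 and 1436. With the array as a random block these 5 comparisons gave 794, 0, 891, 813 and 1054 DEGs.

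**Figure D4:**
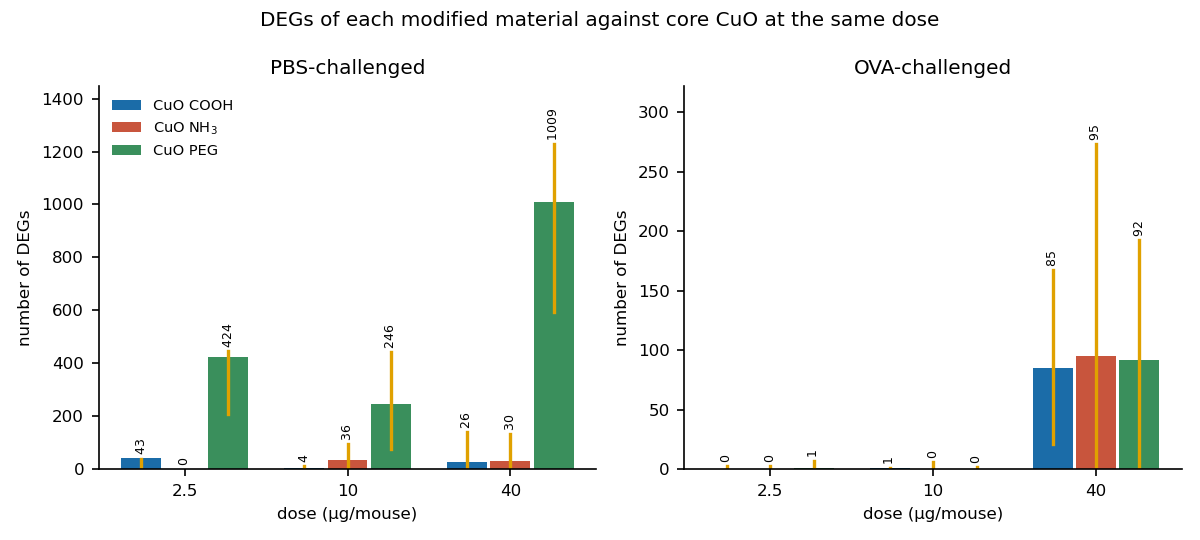
Number of DEGs (y axis) of CuO COOH, CuO NH_3_ and CuO PEG against core CuO at the same dose (x axis, μg/mouse) in PBS-challenged (left) and OVA-challenged mice (right), with the count printed above each bar. The yellow lines give the range with each sample of the 2 groups left out in turn, from 592 to 1227 for CuO PEG at 40 μg/mouse in PBS-challenged mice and from 0 to 193 in OVA-challenged mice.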

Numbers of DEGs showed that CuO COOH and CuO NH_3_ triggered notably less changes than CuO PEG at all doses. Enrichment analysis by PANTHER [19] revealed that DEGs of CuO COOH and CuO NH_3_ groups resulted in none or few significantly enriched biological processes (Fig. 5a). In contrast, a large number of biological processes were enriched by the set of DEGs in treatment groups of CuO PEG. Therefore, CuO PEG was chosen for further analysis to understand how the surface modification alters the effect of the core material.

**Fig. 5:**
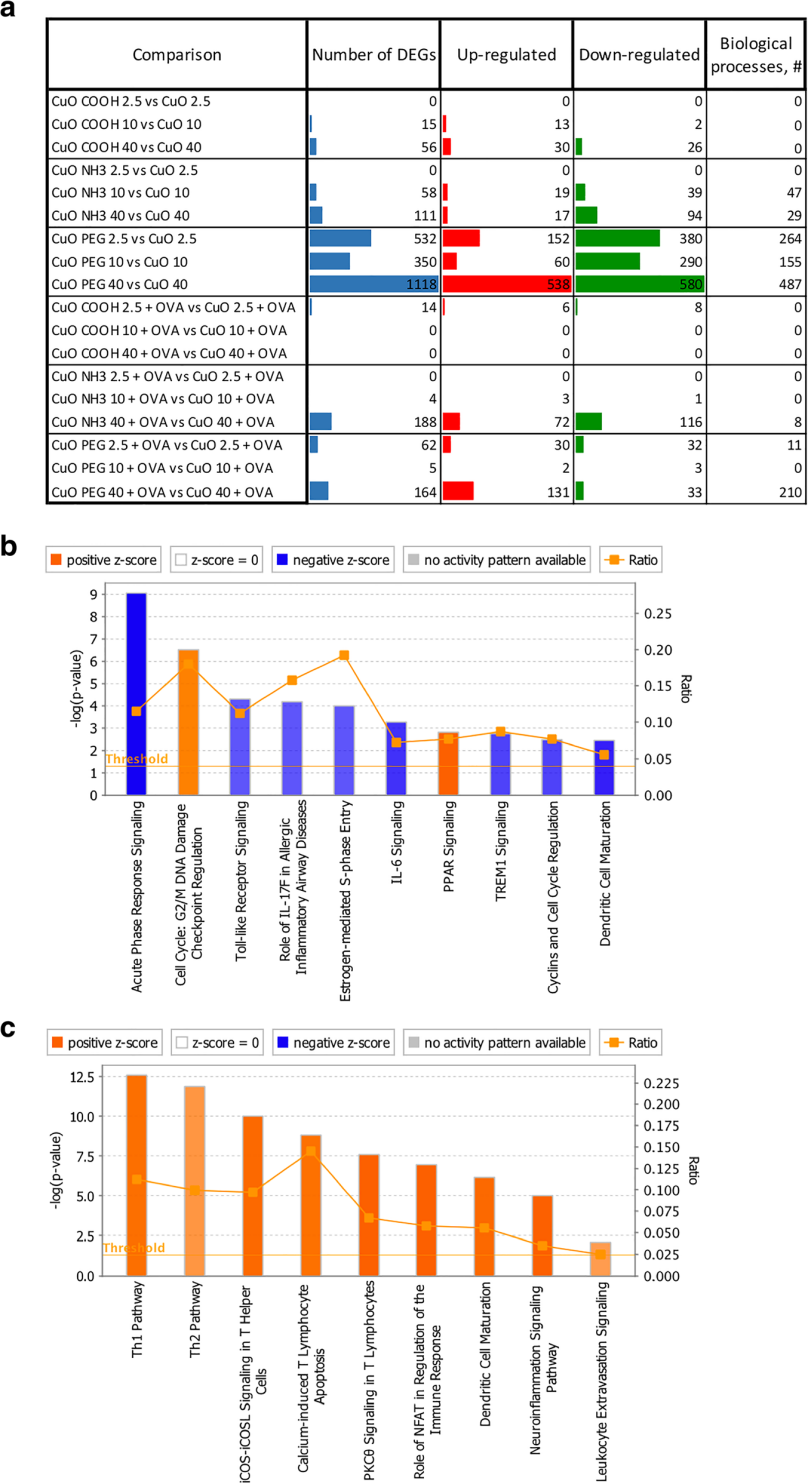
Modulatory effects of surface functional groups on CuO bioreactivity**.** As shown in (**a**), at each dose, the experimental group of every functionalized material was compared against core CuO in PBS- or OVA-challenged mice. The most drastic effect was induced by PEGylation, as seen from the Number of DEGs and enriched biological processes (**a**). The top canonical pathways enriched by down-regulated genes in PBS mice exposed to 2.5 μg of CuO PEG as compared with core CuO at the same dose, or enriched by up-regulated genes in OVA-challenged mice exposed to 40 μg of CuO PEG as compared with core CuO at the same dose are shown in (**b**) and (**c**) respectively. **b-c** The x-axis represents the pathways identified. The y-axis on left shows the -log(*P* value) calculated based on Fisher’s exact test. Threshold level is set on a *P* value of 0.05. The y-axis on right represents a ratio between a number of DEGs in a given pathway with a cut-off -log(*P* value) > 2, divided by total number of genes belonging to the reference gene set of the pathway. The orange- and blue-colored bars indicate predicted pathway activation or inhibition, respectively

Up- and down-regulated genes derived from CuO PEG groups were analyzed separately. It was found that in PBS-challenged mice at the lowest dose of 2.5 μg/mouse, only down-regulated genes resulted in significantly enriched biological processes. Majority of these processes categorized under inflammatory response, cell and nuclear division, positive regulations of immune system process and regulation of cytokine production (Additional file 13: Figure S9). 

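Of the DEGs between CuO PEG and core CuO at 2.5 μg/mouse in PBS-challenged mice, 333 were lower and 91 higher with CuO PEG. The largest falls were Saa3 (log2 fold change -4.49, standard error 0.74, adjusted p = 7.40e-05), Saa1 (-4.04) and Cxcl5 (-4.00). Pon1 (1.31, standard error 0.32, adjusted p = 0.0104), Colq (1.16) and Bex2 (1.12) rose most.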

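The 21 chemokine genes were lower with CuO PEG than with core CuO at 2.5 μg/mouse in PBS-challenged mice, by a median log2 fold change of -1.35 (adjusted p = 2.30e-17 by cameraPR and 2.89e-04 by fry). The 22 mitotic cell cycle genes were all lower, 17 of them past the thresholds (adjusted p = 6.57e-32 and 3.28e-04), with Mki67 at -1.62, standard error 0.23, adjusted p = 7.44e-06.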

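In the same comparison at 2.5 μg/mouse, the 21 pro-inflammatory genes were lower with CuO PEG by a median log2 fold change of -0.31 (adjusted p = 4.89e-05 by cameraPR and 0.0490 by fry). The 20 acute phase genes were lower by a median of -1.10 (adjusted p = 3.32e-27 and 8.74e-07). Cd14 had a log2 fold change of -1.80, standard error 0.28, adjusted p = 2.25e-05, and Orm1 of -3.90, standard error 0.53, adjusted p = 3.33e-06.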

Causal analysis using IPA’s Ingenuity Knowledge Base further confirmed that the down-regulated genes predictively suppress several innate immunity and pro-inflammatory pathways (Fig. 5b; dose 2.5 μg/mouse).

In contrast, immune system related processes such as leucocyte activation, cytokine production, positive regulation of cell-cell adhesion and immune system process were significantly enriched by up-regulated genes of CuO PEG at the highest dose (40 μg/mouse) (Additional file 14: Figure S10A). 

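At 40 μg/mouse in PBS-challenged mice, 461 DEGs were higher with CuO PEG than with core CuO. The largest rises were Fabp1 (2.50, standard error 0.45, adjusted p = 1.33e-04), Dbp (2.35) and Ccl5 (2.22). The median log2 fold change of 22 T cell genes was 0.77 (adjusted p = 8.64e-20 by cameraPR and 9.68e-06 by fry) and that of 8 B cell genes 1.03 (adjusted p = 2.84e-04 and 0.0386). The chemokine and pro-inflammatory sets did not shift, with medians of 0.01 (adjusted p = 0.504) and -0.07 (adjusted p = 0.521), the latter with an upward direction of the test against its negative median.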

Down-regulated genes enriched processes belonging to negative regulation of peptidase activity, mitotic cell cycle, nuclear division, response to wounding and positive regulation of cell proliferation (Additional file 14: Figure S10B). 

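At this dose in PBS-challenged mice, 548 DEGs were lower with CuO PEG than with core CuO, led by Reg3g (-4.04, standard error 0.98, adjusted p = 0.00350), Retnlb (-3.42) and Dmbt1 (-2.71). The 22 mitotic cell cycle genes were lower by a median of -0.80 (adjusted p = 1.14e-18 by cameraPR and 8.79e-04 by fry), and Plk1, Tpx2 and Aurka fell most among its DEGs (Plk1 -1.18, standard error 0.24, adjusted p = 5.87e-04).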

Enriched inflammatory processes represented by the up-regulated genes in OVA-challenged mice exposed to the highest dose of CuO PEG were inflammatory response, leucocyte activation, immune system process and positive regulation of cytokine production (Additional file 15: Figure S11). Furthermore, IPA causal analysis indicated that the direction of gene expression change was consistent with activation of these canonical pathways (Fig. 5c; dose 40 μg/mouse).

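In OVA-challenged mice at 40 μg/mouse, 80 DEGs were higher and 12 lower with CuO PEG than with core CuO. Gm15056 (2.91, standard error 0.63, adjusted p = 0.0185), Mmp12 (1.82) and Ear2 (1.69) rose most, and Ccl20 (-1.30, standard error 0.31, adjusted p = 0.0329), Col2a1 (-1.16) and Fbln2 (-1.08) fell most. The 22 T cell genes were higher by a median log2 fold change of 0.56 (adjusted p = 5.38e-19 by cameraPR and 0.00255 by fry). The chemokine set rose by 0.30 (adjusted p = 0.0408) and the pro-inflammatory set by 0.14 (adjusted p = 0.0286). Neither passed under fry, with adjusted p of 0.629 and 0.552, or with the array as a random block, with 0.161 and 0.930.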

### Activation of pathways affected by CuO materials was more distinguishable in PBS-challenged than in OVA-challenges mice

To understand how CuO materials modulate OVA-induced AAI, DEG sets of PBS-challenged mice were compared to the ones of OVA-challenged mice. Overlaps of DEGs were minor at the lowest concentration for all materials, however, majority of the DEGs in OVA-challenged groups were present also in PBS-challenged mice (Additional file 16: Figure S12A). 

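At 2.5 μg/mouse, the DEGs of OVA-challenged mice that were also DEGs in PBS-challenged mice numbered 0 for CuO, 2 of 8 for CuO COOH, 27 of 210 (12.9%) for CuO NH_3_ and 0 for CuO PEG. At 10 μg/mouse they were 38 of 61 (62.3%) for CuO, 78 of 152 (51.3%) for CuO COOH, 228 of 575 (39.7%) for CuO NH_3_ and 0 for CuO PEG. At 40 μg/mouse the shares were 95.2% for CuO, 72.0% for CuO COOH, 81.6% for CuO NH_3_ and 37.1% for CuO PEG, so that the share passed 50% for 3 of the 4 materials. The shared genes of CuO at 10 μg/mouse rose from 38 to 243 with the array as a random block. Beside the counts of 0, which follow from 0 or 1 DEGs by limma in 1 of the challenges, the array as a random block gave 33 shared genes for CuO at 2.5 μg/mouse and 28 for CuO PEG at 10 μg/mouse, and dye, slide and position, chosen for the overlap after seeing the data, gave 0 and 15.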

Hierarchical clustering of canonical pathways revealed two main clusters: groups of PBS- and OVA-challenged mice exposed to lower doses (2.5 and 10 μg/mouse) of all CuO materials and to the highest dose (40 μg/mouse) of CuO PEG, and groups of PBS- and OVA-challenged mice treated with the highest dose of all materials except CuO PEG (Additional file 16: Figure S12B). Majority of the pathways in OVA-challenged mice that were exposed to lower doses of CuO materials, were unenriched or did not obtain an activation score due to low number of DEGs. A subcluster of canonical pathways related to T cell regulation (Th1 and Th2 Pathway, CD28 Signaling in T Helper Cells, PKC Signaling in T Lymphocytes, iCOS-iCOSL Signaling in T Helper Cells and Calcium-induced T Lymphocyte Apoptosis) were non-activated or slightly up-regulated at lower doses of materials in PBS-challenged mice while at the higher dose, these pathways were commonly suppressed regardless of the disease status (Additional file 16: Figure S12B).

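The median log2 fold change of the 22 T cell genes at 2.5 μg/mouse in PBS-challenged mice was 0.00, 0.08, -0.16 and 0.21 after CuO, CuO COOH, CuO NH_3_ and CuO PEG (adjusted p = 0.824, 0.454, 0.0221 and 0.121 by cameraPR). At 10 μg/mouse it was -0.36, -0.34, -0.06 and -0.02 (adjusted p = 1.75e-04, 3.75e-04, 0.615 and 0.757). At 40 μg/mouse the set fell after CuO, CuO COOH and CuO NH_3_, with medians of -0.69, -0.64 and -0.55 in PBS-challenged mice (adjusted p = 1.54e-10, 3.18e-08 and 9.65e-08) and -0.65, -0.65 and -0.65 in OVA-challenged mice (adjusted p = 8.55e-18, 4.96e-17 and 7.56e-16). After CuO PEG at this dose the set did not pass, with a median of 0.11 in PBS-challenged (adjusted p = 0.620) and -0.15 in OVA-challenged mice (adjusted p = 0.0543). In OVA-challenged mice given 10 μg/mouse of CuO PEG it rose by a median of 0.37 (adjusted p = 7.80e-09). With fry in place of cameraPR the set passed upward in 0 of the 12 OVA-challenged groups, so this rise did not pass, and downward in 3 of the 12 PBS-challenged groups against 6 by cameraPR. Cd2 (-2.36, standard error 0.20, adjusted p = 3.81e-08), Cd3d (-1.95) and Cd6 (-1.72) fell most after 40 μg/mouse of CuO in PBS-challenged mice.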

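The 22 mitotic cell cycle genes rose in OVA-challenged mice at the lower doses of 3 materials. At 2.5 μg/mouse their median log2 fold change was 0.45, 0.45, 0.47 and 0.17 after CuO, CuO COOH, CuO NH_3_ and CuO PEG (adjusted p = 2.04e-08, 1.23e-11, 2.43e-15 and 0.00373 by cameraPR), and at 10 μg/mouse 0.48, 0.39, 0.59 and -0.02 (adjusted p = 2.52e-12, 1.25e-11, 1.15e-15 and 0.958). In PBS-challenged mice at 2.5 μg/mouse it was 1.05, 1.20 and 0.88 after CuO, CuO COOH and CuO NH_3_. The fall after 2.5 μg/mouse of CuO PEG there (-0.43, adjusted p = 5.91e-12) did not pass under fry, and its median lay above 0 with the array as a random block. These genes drive mitosis, and no checkpoint score was computed.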

With the exception of OVA-challenged mice treated with lower doses of the ENM, administration of CuO materials suppressed cell cycle in G2/M DNA damage checkpoint. Other cell cycle pathways, such as Estrogen-mediated S-phase Entry, Cyclins and Cell Cycle Regulation and Mitotic Roles of Polo-Like Kinase were activated by exposure to CuO materials (Additional file 16: Figure S12B). 

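Over all doses, the mitotic cell cycle set shifted up in 11 of 12 exposed groups of PBS-challenged mice and 11 of 12 of OVA-challenged mice by cameraPR, and in 11 and 8 by fry. Its median at 40 μg/mouse was 2.54, 2.46, 2.41 and 1.27 in PBS-challenged mice after CuO, CuO COOH, CuO NH_3_ and CuO PEG and 0.82, 0.79, 0.66 and 0.52 in OVA-challenged mice. All 22 genes were DEGs and higher after 40 μg/mouse of CuO in PBS-challenged mice, led by Ccna2 (3.16, standard error 0.29, adjusted p = 1.17e-07), Birc5 (3.11) and Top2a (3.05). Whether the shift of the set differed between the challenges was not tested.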

CuO materials activated also inflammatory pathways (e.g. Role of PRR in Recognition of Bacteria and Viruses, Dendritic Cell Maturation, IL-6 Signaling, Role of IL-17F in Allergic Inflammatory Airway Diseases, Aryl Hydrocarbon Receptor Signaling, and Acute Phase Response Signaling), all of whose activation appeared generally more distinguishable in PBS-challenged mice than in OVA-challenged mice.

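By cameraPR, the acute phase set shifted up in 11 of 12 exposed groups of PBS-challenged and 11 of 12 of OVA-challenged mice. The numbers were 11 and 9 for the chemokine set, 11 and 9 for the pro-inflammatory set, and 5 and 11 for the neutrophil set. By fry they were 11 and 5 for acute phase, 11 and 4 for chemokine, 9 and 3 for pro-inflammatory, and 2 and 5 for neutrophil genes. The aryl hydrocarbon receptor set shifted up in 0 groups of either challenge by both tests. Of its members, Cyp1a1 fell after 40 μg/mouse of CuO in PBS-challenged mice (-2.54, standard error 0.29, adjusted p = 1.57e-06) and Cyp1b1 rose (1.57).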

### Pathways influenced by CuO materials do not dramatically differ in PBS- and OVA-challenged mice

To explore whether CuO materials modulate immune responses differently depending on the pulmonary condition, activation scores of the canonical pathways enriched in PBS- and OVA-challenged groups were compared. Since the DEG sets of OVA-challenged mice exposed to lower doses of CuO materials were small in number (Additional file 16: Figure S12A) and consequently did not result in pathway enrichment or were too few for predicting their activation state (Additional file 16: Figure S12B), canonical pathways enriched in PBS- and OVA-challenged mice at the highest dose (40 μg/mouse) were compared.

Majority of the pathways had a similar activation direction (Additional file 17: Figure S13). 

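Of the genes called in both challenges at 40 μg/mouse, 360 of 360 moved in the same direction for CuO, 631 of 632 for CuO COOH, 734 of 738 for CuO NH_3_ and 49 of 49 for CuO PEG. Across all genes, which are not independent replicates, the Pearson correlation of the log2 fold changes in PBS- and OVA-challenged mice was 0.827 for CuO, 0.687 for CuO COOH, 0.713 for CuO NH_3_ and 0.554 for CuO PEG. The 2 comparisons of a material share arrays and array terms. Simulated data without exposure effects on the same arrays gave median correlations of 0.386, 0.0842, 0.0934 and -0.00936 in 20 runs.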

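The 20 acute phase genes at 40 μg/mouse rose in PBS-challenged mice by a median log2 fold change of 2.02 after CuO (adjusted p = 7.56e-16), 1.58 after CuO COOH (adjusted p = 1.30e-16) and 1.17 after CuO NH_3_ (adjusted p = 1.90e-10). In OVA-challenged mice the medians were 1.00, 0.76 and 0.57, with adjusted p of 1.27e-10, 1.10e-09 and 1.15e-04 by cameraPR. Saa3 (5.52, standard error 0.82, adjusted p = 6.28e-05) was among the 3 largest rises after CuO COOH in PBS-challenged mice, with Spp1 (5.55) and Timp1 (5.48).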

Acute phase response signaling and intrinsic prothrombin activation pathway were common among 5 most activated pathways after CuO, CuO COOH and CuO NH_3_ exposure in both PBS- and OVA-challenged mice, whereas Calcium-induced T Lymphocyte Apoptosis, iCOS-iCOSL Signaling in T Helper Cells, Phospholipase C Signaling and PKC Signaling in T Lymphocytes were common among 5 most inhibited pathways. Anti-correlated pathways in PBS- versus OVA-challenged mice occurred after CuO COOH (Dendritic Cell Maturation, Eicosanoid Signaling and Antioxidant Action of Vitamin C) and CuO NH_3_ treatment (TREM1 Signaling), however, their activation state had a z-score ≤ |2| and thus, cannot be considered necessarily (in)activated (Additional file 17: Figure S13B-C). DEG set of OVA-challenged mice after CuO PEG exposure did not result in an activation or suppression of any pathways, however, several pathways that were also enriched in response to other materials, were activated in PBS-challenged mice treated with CuO PEG (Additional file 17: Figure S13D).

## Discussion

CuO nanomaterials can be incorporated into several broadly used consumer products and it is estimated that worldwide production of CuO nanomaterials will raise from 570 tons in 2014 to 1600 tons by the year 2025 [20]. Hazards of CuO nanomaterials in respiratory tract have been evaluated in different in vitro systems [21–25] as well as in healthy subjects in vivo [13, 14]. However, there is a little knowledge about how these materials might affect individuals with a pre-existing lung disease [2, 10]. Furthermore, there is lack of information whether modifying the surface of core CuO could influence their immunomodulatory potential *in vivo.* We used a mouse model of AAI in which the mice were at first sensitized intraperitoneally (ip) to a mixture of an allergen, OVA, and an adjuvant, aluminium/magnesium hydroxide (Alum), and after an 11-day recovery period, challenged repeatedly with OVA. During the challenge phase, CuO materials were administered to the mice on 4 consecutive days via oropharyngeal aspiration. Herein, we made use of standard genome-wide gene expression profiling, coupled with conventional histopathological and immunological methods, to investigate the mechanisms underlying the modulatory effects of CuO nanoparticles and their carboxylated, methylaminated and PEGylated derivatives on healthy and compromised immune system. The lack of parallel proteome-wide assessment is a general limitation of transcriptome-based mechanistic studies, as mRNA and protein levels may not necessarily correlate [26]. Nonetheless, we complemented mRNA profiling with gene ontology-based enriched pathway analysis, which, though not definitive, still provides insight into the biological processes affected by the observed changes in gene expression. In addition to the transcriptomic changes, we studied histological, cellular and humoral responses on the exposed animals to support and reveal additional information on nanomaterial exposure in the lungs.

Classical asthma is eosinophilic with increased number of CD4+ T cells that produce Th2 type cytokines [27]. Furthermore, patients with asthma experience excessive mucus secretion [28], and their sputum and BAL contain elevated amounts of pro-inflammatory cytokines [29]. Previously conducted studies show that ENM modulate AAI differently. Carbon nanotubes [30–33] and silica [34–36] have been found to aggravate signs of AAI by increasing eosinophil influx, triggering mucus hyperplasia and release of pro-allergic cytokines and chemokines whereas exposure to TiO_2_ [37, 38] during the allergen challenge has been reported to diminish local allergic symptoms. In our study, the tested CuO materials triggered a significant neutrophil influx into the airways of PBS- as well as OVA-challenged mice. Furthermore, we detected features similar to nuclear dust (karyorrhexis) in the lung tissue whose presence has been related to and breakdown of leukocytes, especially neutrophils [39]. Since neutrophils were the predominant cell population in the lungs, the nuclear fragments that we evidenced were likely neutrophil-derived. However, eosinophil migration into the airways and activation of mucus-producing goblet cells in the lung tissue were not affected by the nanomaterials in OVA-challenged mice, except in case of CuO NH_3_ that enhanced the eosinophil influx. In addition, when excluding the response of CuO, pro-allergic IL-33 remained at baseline level. Furthermore, we found an elevated presence of CD4+ T cells in OVA-challenged mice after the nanomaterial exposure. CD4+ lymphocytes producing Th2 cytokines are common for extrinsic asthma phenotype, however, as mRNA of Th2 type IL-13 was mainly suppressed by the materials in our study and not significantly changing at protein level except in response to CuO NH_3_, involvement of other types of CD4+ Th lymphocytes in responses driven by CuO nanomaterials might be possible. For example, it has been demonstrated that exposure to pollutant particles results in Th17-biased immunophenotype accompanied by airway neutrophilia [10] which are, in fact, features of severe asthma [40, 41]. Taken together, our data indicate that CuO nanomaterials do not dramatically affect the hallmark features of allergic airway inflammation, but the materials worsen it by adding another inflammatory feature – pulmonary neutrophilia – to the already existing condition.

To elucidate mechanisms behind the CuO-induced effects, we examined material-triggered changes in healthy lungs and in lungs with AAI in more detail by transcriptomics profiling (NCBI GEO accession number GSE122197). Hierarchical clustering of the most differentially expressed genes revealed that changes in PBS-challenged mice and OVA-challenged mice exposed to the two lower doses (2.5 and 10 μg/mouse) of CuO PEG shared similar expression patterns with their corresponding controls (Fig. 3a). Numbers of DEGs in experimental groups showed that more changes took place in PBS-challenged than in OVA-challenged mice and the number of DEGs increased across the doses of each material reflecting to a dose-dependent response. CuO PEG induced clearly less changes compared with other materials supporting the hierarchical clustering of the individual samples. These data show that CuO PEG has significantly lower potential in triggering changes in both healthy and allergic lungs compared with CuO and its two other functionalized derivates.

In order to explore general differences in the bioreactivity of the materials at the molecular level, we combined experimental groups of PBS-challenged or OVA-challenged mice that were treated with the same CuO material and compared their transcriptomic profiles against those of their corresponding controls. CuO PEG did not produce any DEGs in mice challenged with PBS or OVA, however, comparison of the DEGs of the other materials by IPA revealed that CuO materials in PBS-challenged mice predictively suppressed Cell Cycle at G2/M DNA Damage Checkpoint Regulation and Antioxidant Action of Vitamin C pathways, and concurrently activated several innate immunity and pro-inflammatory pathways. Interestingly, Aryl Hydrocarbon Receptor Signaling and Dendritic Cell Maturation pathways, that were also found predictively activated, have been linked to Th17 and IL-17A dependent immune responses and neutrophilic inflammation in response to particulate matter [10]. We then focused on biological processes involved in the material-triggered responses and saw that 17 processes were commonly enriched by DEG sets of CuO, CuO COOH and CuO NH_3_ in PBS-challenged mice. These were mainly inflammatory processes, several of which were related to neutrophil mobilization and activation. For example, CXCL12 interacts with CXCR4 and affects the release of neutrophils from the bone marrow [42], and CCL2 binds to CCR2 and plays a role in neutrophil adherence, transmigration and activation [43]. Rest of the processes included macrophage chemotaxis, regulation of TNF secretion, cell division and chemokine signaling pathways which were in line with IPA results. Enrichment analysis of DEGs in OVA-challenged mice revealed only neutrophil degranulation (seen also in PBS-challenged mice) as a common biological process between CuO, CuO COOH and CuO NH_3_. Neutrophil degranulation followed by the release of neutrophil extracellular traps is a defense mechanism of innate immune system that can be induced by increased intracellular Ca^2+^ [44, 45]. Furthermore, it is a feature of several inflammatory diseases, like acute lung injury and asphyxia episodes of asthma [44]. The uncovered neutrophil-related pathways and biological processes support histological and cytological findings as well as CCL2 protein levels measured in BAL supernatants, which all revealed that neutrophils play a role in CuO-induced reactions regardless of the allergen challenge.

Having established that the material’s bioreactivity is linked to its surface chemistry, we next sought to investigate how surface functionalization modulates the effects of core CuO. For this, each dose of every modified material was compared against the corresponding dose of core CuO. We found that CuO COOH and CuO NH_3_ triggered notably less changes than CuO PEG based on the number of DEGs. Furthermore, enrichment analysis revealed a large number of biological processes specifically in treatment groups of CuO PEG. We then explored how surface PEGylation alters the effect of the core material. By analyzing up- and down-regulated genes separately, we found that at the lowest dose (2.5 μg/mouse) of CuO PEG in PBS-challenged mice, only down-regulated genes resulted in significantly enriched biological, especially inflammatory, processes and IPA showed that the down-regulated genes predictively suppressed innate immunity and pro-inflammatory pathways. On the contrary, immune system related processes were at the highest dose (40 μg/mouse) significantly enriched by up-regulated genes of CuO PEG and similar trend was observed in OVA-challenged mice. Overall, these data show that surface PEGylation changes the effects induced by pristine material the most. At the low concentration, core CuO is activating inflammatory processes in healthy airways that are suppressed when the material is PEGylated, whereas at the high concentration, core CuO suppresses the inflammatory reactions in healthy as well as in asthmatic lungs while PEGylation of the material inhibits it. These findings suggest that surface PEGylation prevents the effects triggered by core CuO from taking place.

Since equivalent molar doses of Cu could not be calculated in this study due to uncertainty of the stoichiometry and the technical challenges in measuring the mass attributed to the coating [46], equivalent mass of the whole material was used for dosing which resulted in differing amounts of Cu in the administered doses of the nanomaterials. Although it may have had an effect on the outcome, it is very unlikely that the Cu fraction in the materials (Table 1) was entirely responsible for the ranking of the inflammatory response. The uncoated CuO contained twice as much Cu metal than CuO COOH and CuO NH_3_, but it was not twice as hazardous. Similarly, CuO NH_3_ or CuO COOH had twice as much Cu metal than CuO PEG but when comparing the number of neutrophils – the most dramatically changed endpoint of this study, these ENM triggered more than two times higher influx of the cells than CuO PEG. In any event, ranking the inflammation by Cu content of the materials would assume metal ion toxicity.

Earlier studies have underlined the importance of extracellular and intracellular dissolution of ENM in biological systems [47]. While significant amount of extracellularly dissolved metal ions can contribute to material toxicity, it has been observed that certain nano-sized metal oxides including CuO cause adverse effects via the Trojan horse mechanism, i.e. cellular uptake of ENM in particle form, their lysosomal dissolution and subsequent rupture of the lysosome which results in adverse effects such as cell death and induction of inflammation [47–50]. In this study, the dissolution rates of the tested CuO ENM in physiological saline showed that the materials remain in particulate form over 24 h. Furthermore, the minute levels of dissolved copper detected in tested material samples, did not reveal a clear correlation with neutrophil counts in BAL – an endpoint which was clearly an ENM-driven effect. Thus, we conclude that the possible extracellular dissolution of the CuO nanomaterials does not play a major role in the toxic response of the tested materials and the adverse pulmonary effects are more likely triggered by intracellular dissolution.

Suppressive and other beneficial properties of surface PEGylation have been observed earlier and therefore, the modification has found use in nanomedicine on anti-cancer drugs for prolonging their circulation and reducing off-target effects [51, 52]. One of the explanations for the suppressive effects of surface PEGylation of ENM could be that it renders the particles invisible for macrophages [53]. For example, similar surface functionalizations that were studied here have been investigated previously by Rehberg et al. who explored the uptake of pristine and coated quantum dots (QD) in post capillary venules in mouse cremasteric tissue. The authors found that carboxyl- and amine-QD were ingested by perivascular macrophages and/or endothelial cells whereas PEG-QD were seen in-between endothelial cells, associated with amorphous lipid-containing material [54]. It has been previously reported that PEG inhibits cell adhesion non-specifically, not by binding to a cell surface receptor [55]. Thus, it is likely the coating itself, not the functional surface area or the size of the nanomaterial and its aggregates, that hinders the recognition of the PEG-coated particles. However, differences in the uptake of the surface-modified nanomaterials by phagocytes may in turn lead to differences in leucocyte trafficking and recruitment, and consequently, differing immune responses and health outcomes. Therefore, we speculate that surface chemistry is a significant factor and it contributes to the development of the ENM-induced pulmonary effects seen in our study.

To understand how CuO materials modulate OVA-induced AAI, DEG sets of PBS-challenged mice were compared to the ones of OVA-challenged mice by IPA. We evidenced that a sub-cluster of T cell regulation pathways was commonly suppressed at the highest dose regardless of the disease status. With the exception of OVA-challenged mice treated with lower doses of the ENM, administration of CuO materials suppressed cell cycle in G2/M DNA damage checkpoint. It is well known that CuO materials produce ROS that initiate mitochondrial-mediated apoptosis pathway and consequently cause mitochondrial damage, activation of p53 and caspase 3 leading the cell to apoptotic death [56, 57]. It is also reported that metal oxide ENM abrogate cell cycle in G2/M phase which gives the materials a potential to be developed into anticancer agents [58, 59]. In contrast to arrest of G2/M phase transition, other cell cycle pathways were activated by the exposure to CuO materials. Expansion and renewal of cell populations, however, are common processes in inflamed tissues and hence their activation is expected. Exposure to CuO materials activated also several inflammatory pathways, all of whose activation was generally more distinguishable in PBS-challenged mice than in OVA-challenged mice. Lower activation in OVA-challenged mice appears likely due to an already existing inflammation in OVA-challenged control mice against which the ENM-exposed groups were compared with. In addition, we were interested in understanding whether CuO materials regulate inflammation differently depending in PBS- and OVA-challenged groups by comparing activation scores of the canonical pathways. Consequently, majority of the pathways affected by CuO, CuO COOH or CuO NH_3_ exposure had a similar activation direction in both, PBS- and OVA-challenged mice. Overall, these data indicate that the pathways affected by CuO materials do not differ dramatically between healthy and allergic lungs.

## Conclusions

In this study, we evidenced that respiratory exposure to pristine or modified CuO materials does not dramatically influence classical signs of allergic airway inflammation, however, the materials worsen the condition by adding another inflammatory characteristic - pulmonary neutrophilia, to the already existing allergic condition. Global transcriptomic analysis of the lung tissue showed that CuO PEG has significantly lower potential in triggering changes in healthy and asthmatic lungs compared with CuO and its carboxylated and methylaminated derivates. General comparison of the materials at transcriptomics level revealed that CuO, CuO COOH and CuO NH_3_ commonly enriched neutrophil-related biological processes, especially in PBS-challenged mice. Further analysis of the functionalization influence showed that PEGylation of the core CuO suppresses the effects triggered by the pristine particles. Comparison of PBS- and OVA-challenged mice revealed that pathways affected by exposure to CuO materials do not significantly differ in healthy and allergic lungs. Furthermore, we demonstrated that the materials affect T cell regulation, inhibit cell cycle at G2/M phase transition and activate several inflammatory pathways.

Altogether, we found that exposure to core CuO as well as its functionalized derivates exacerbate allergic airway inflammation by causing neutrophilia in the lungs. However, our results also showed that surface PEGylation can be a promising strategy for suppressing the adverse effects of inhaled pristine CuO. The data of this study provide information for health and safety assessment of modified CuO materials. Moreover, the knowledge can be useful in the development of CuO-based nanomedical applications.

## Methods

### Characterization of nanomaterials

The nanomaterials used in the present study have been extensively characterised in ultrapure water and biological media, and for extractable fractions of Cu metal in gut salines [15, 46, 60]. Briefly, the characterisation followed Vassallo et al. with additional measurements in a representative physiological saline (Krebs saline, in mmol l^− 1^: NaCl, 118.6; KCl, 4.7; CaCl_2_, 2.5; MgSO_4_, 1.2; KH_2_PO_4_, 1.2; NaHCO_3_, 25.1; Glucose, 10.0; HEPES, 10.0, and at pH 7.4) [15]. The nanomaterials included the uncoated CuO ENM, and those coated with –NH_4_^+^, −COOH or –PEG respectively. The precise details of how the coatings were synthesised and attached to the ENM core is commercially sensitive information of the suppliers, but for clarity we use the term ‘–NH_4_^+^’ to mean an –NH_3_ terminal ligand that has been ionised with H^+^ ions to achieve positive charge. The CuO ENMs were provided by PlasmaChem GmbH (Berlin, Germany) as part of the Nanosolutions EU project. The characterisation included measurements of the primary particle sizes, the dispersion of the particles in ultrapure water as well as in Krebs physiological saline, zeta potential in ultrapure water, and dialysis experiments to assess any dissolution of dissolved Cu from the particles. The CuO NPs were first examined using transmission electron microscopy (TEM, JEOL-1200EX II) for the primary particle size. Fresh stock suspensions, at 100 mg l^− 1^ nominal concentration, were prepared in Milli-Q water and sub-samples were examined visually with *n* = 60 measurements of particle diameter per sample (conducted manually using ImageJ). The particle size distribution of the ENM in the stock dispersions were also measured by nanoparticle tracking analysis (NTA) using a Nanosight LM 10 (Malvern Instruments, UK). Three sub-samples from each of the fresh stock suspensions were vortexed for 10 s immediately before analysis by NTA (Table 1). Zeta potential of CuO dispersions in ultrapure water (pH 5) was determined by laser Doppler electrophoresis (Zetasizer Nano ZS, Malvern Instruments, UK) as an average of five separate measurements.

Dialysis experiments were conducted in Milli-Q water at room temperature to measure the degree of copper metal ion dissolution from all the ENM. Dialysis bags were filled with 8 ml of the appropriate test suspension at 100 mg l^− 1^ nominal concentration, and suspended in a 600 ml beaker containing 492 ml of Milli-Q water (in triplicate beakers). Samples of 1 ml were taken from the external compartment of the beaker at time zero, 30 min, 1, 2, 3, 4, 6, 8 or 12 and 24 h for total Cu determination by ICP-OES or ICP-MS. The data were subsequently fitted to a rectangular hyperbola (using SigmaPlot 13), and the maximum initial dissolution rate calculated from the maximum slope.

### Total copper concentrations

The total copper concentration in the samples of the original nanopowders were determined following *aqua regia* digestion. In the case of water or saline samples from the dialysis experiments, these were diluted in nitric acid. Total Cu concentrations were determined by inductively coupled plasma optical emission spectrophotometry (ICP-OES, Thermo Scientific, iCAP 7000 Series), or equivalent mass spectrophotometry (ICP-MS, Thermo Scientific, X Series 2) as appropriate. The instrument detection limit for the ICP-OES was 0.008 mg l^− 1^ Cu and for the ICP-MS was 0.003 μg l^− 1^ Cu. Briefly, samples were acidified, matrix-matched to the ICP-OES/ICP-MS standard metal solutions used for calibration, with 0.8 mg l^− 1^ yttrium as an internal standard. Sample blanks were included every 10 samples in each run of the instruments.

### Dispersion preparation

CuO, CuO COOH and CuO NH_3_ were provided as powders and CuO PEG as an aqueous suspension. At the time of the study, it was not possible to calculate equivalent molar doses of Cu because of uncertainty of the stoichiometry and the technical challenges in measuring the mass attributed to the coating. Thus, equivalent mass of the whole material was used for dosing [46]. Stock dispersions were prepared similarly as described earlier [61]. Briefly, CuO powders were dispersed in endotoxin-free water (HyClone Laboratories, Inc., Logan, UT) to a stock suspension of 1 mg/ml. The suspensions were sonicated for 5 min by probe sonicator (Branson Sonifier 250, Branson Ultrasonic Co., Danbury, CT, USA) using a power output corresponding to a delivered power of 13 W. 6.5% aqueous suspension of CuO PEG was diluted 10x in endotoxin-free water to obtain a stock dispersion of 6.5 mg/ml. Stock dispersion was sonicated for 2 min. Further dilutions of 50, 200 and 800 μg/ml (2.5, 10 and 40 μg/mouse, respectively) were prepared in Dulbecco’s PBS (Gibco, Life Technologies, Carlsbad, CA) with or without ovalbumin (OVA; Sigma-Aldrich Co, St. Luis, MO) shortly after sonication and used immediately for orophagyngeal aspirations.

### Mice and sensitization

Female BALB/c mice (aged 6–8 weeks) were obtained from Scanbur A/S (Karlslunde, Denmark) and quarantined for 1 week. The mice were housed in groups of four in transparent plastic cages bedded with aspen chip and were provided standard mouse chow diet (Altromin no. 1314 FORTI, Altromin Spezialfutter GmbH & Co., Germany) and tap water ad libitum when not being treated. The environment of the animal room was carefully controlled, with a 12 h dark-light cycle, temperature of 20–21 °C, and relative humidity of 40–45%. The experiments were performed in agreement with the European Convention for the Protection of Vertebrate Animals Used for Experimental and Other Scientific Purposes (Strasbourg March 18, 1986, adopted in Finland May 31, 1990). All experiments were approved by the State Provincial Office of Southern Finland (ESAVI-3241-04.10.07-2013, permission number PH701A).

During the sensitization period, each mouse (eight per group) received ip a mixture of 50 μg of OVA and 2 mg of aluminum/magnesium hydroxide (Alum; Imject® Alum, Pierce Biotechnology, Rockford, IL) in 100 μl of Dulbecco’s PBS on day 1 and 10. After 10-day recovery, mice were exposed to 50 μl of Dulbecco’s PBS or 50 μg of OVA in 50 μl of Dulbecco’s PBS with or without dispersed CuO materials via oropharyngeal aspiration in isoflurane anaesthesia (Univentor 400 Anaesthesia Unit, Abbott Laboratories, IL) on four consecutive days. CuO materials were tested at three doses, 2.5, 10 and 40 μg/mouse/administration. Mice were sacrificed using an overdose of inhaled isoflurane 24 h after the last administration (Additional file 5: Figure S1).

### Sample collection

Blood was collected from the vena cava (hepatic vein), and the lungs were lavaged with Dulbecco’s PBS (800 μl for 10 s) via the tracheal tube. The mouse chest was opened, and half of the left pulmonary lobe was removed, divided in two, stabilized in RNAlater® solution (Life Technologies Ltd., Paisley, UK) and stored at − 70 °C for total RNA isolation and microarray analysis. A part of the left lobe was embedded in Tissue-Tek® O.C.T.™ compound (Sakura Finetek, Alphen aan Den Rijn, The Netherlands), quick-frozen and stored at − 70 °C for immunohistochemical stainings. The rest of the lungs were formalin-fixed, embedded in paraffin, cut, affixed on slides, and stained with hematoxylin and eosin (H&E) and periodic acid-Schiff (PAS) solutions.

### BAL cell counts

100 μl of BAL samples were cytocentrifuged on slides at 1000 rpm for 10 min (Miles Scientific Cyto-Tek centrifuge, Sakura Finetek). The slides were air-dried and stained with May Grünwald-Giemsa (MGG). BAL cell differentials (number of macrophages, neutrophils, eosinophils and lymphocytes) were obtained as average counts from three high-power fields (HPF). The cells were counted at 50x under light microscopy (Leica DM 4000B; Leica, Wetzlar, Germany).

### Lung histology

Recruitment of inflammatory cells into the lungs and morphological alterations of the tissue were assessed after H&E staining. The number of mucus-producing goblet cells was determined after PAS-staining from three bronchi per mouse in control group and six bronchi per mouse in treatment groups by counting PAS+ cells from 200 μm of bronchus surface under light microscope.

Quantification of histological alterations was performed by measuring all inflammatory areas and areas including nuclear dust of one lung section per slide at a total magnification of 100x with AxioVision V4.8.2 software (Zeiss, Oberkochen, Germany). The results were expressed as averages of the measured areas.

### Immunohistochemistry

Immunoperoxidase staining was used to detect CD3+, CD4+ and CD8+ lymphocytes in the lung tissue. Briefly, 4-μm frozen sections were fixed with cold acetone and stained with anti-mouse CD3 antibody (Ab; clone 17A2), anti-mouse CD4 Ab (clone RM4–5) and anti-mouse CD8 Ab (clone 53–6.7). All primary Abs were purchased from BD Biosciences Pharmingen (San Diego, California). Biotin-conjugated secondary Ab anti-rat IgG (H + L) was purchased from Vector Laboratories. Number of immunohistochemically stained positive cells was counted under light microscopy at × 400 magnification from slides of five samples/group as an average of three HPF/slide.

### mRNA expression of cytokines in lung tissue

Lung samples were homogenized in 1 ml of TRIsure reagent (Bioline Reagents Ltd., London, UK) in Lysing matrix D tubes (MP Biomedicals, Illkirch, France) with a FastPrep FP120 machine (BIO 101, Thermo Savant, Waltham, MA, USA). The RNA extraction was performed following instructions provided by Bioline Reagents. The quantity and purity of isolated RNA was determined by NanoDrop spectrophotometer (ND-1000, Thermo Fisher Scientific Inc., Wilmington, NC, USA). Complementary DNA (cDNA) was synthesized from 500 ng of total RNA in a 25 μl reaction using MultiScribe Reverse Transcriptase and random primers (The High-Capacity cDNA Archive Kit, Applied Biosystems, Foster City, CA, USA) according to the manufacturer’s protocol. The synthesis was performed in a 2720 Thermal Cycler (Applied Biosystems, Carlsbad, CA, USA) starting at 25 °C for 10 min and continuing at 37 °C for 120 min. Primers and probes (18S ribosomal RNA, TNF, IL-33, IL-13, CCL2, CCL7, CCL11) for PCR analysis were ordered as pre-developed assay reagents from Applied Biosystems. The PCR assays were performed in 96-well optical reaction plates with Relative Quantification 7500 Fast System (7500 Fast Real-Time PCR system, Applied Biosystems) by the manufacturer’s instructions. Amplifications were done in 11 μl reaction volume containing TaqMan universal PCR master mix and primers provided by Applied Biosystems and 1 μl of cDNA sample. Ribosomal 18S was used as an endogenous control.

### Cytokine levels in BAL supernatants

Protein secretion of IL-13 and CCL2 was measured in BAL supernatants by commercial mouse uncoated ELISA kits (Invitrogen, San Diego, CA). The assays were performed according to the manufacturer’s instructions and ELISA plate reader (Multiscan MS, Labsystems, Finland) was used to record the absorbances.

### DNA microarrays and statistical analysis of the data

Total RNA samples isolated from lung tissue as described above were quantified and quality checked by NanoDrop and Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA), respectively. Samples with RNA integrity number (RIN) > 8 were selected for the analysis. Independent pools of two RNA samples (total of 100 ng) were used to synthesize cDNA which was transcribed to cRNA using T7 RNA polymerase amplification method (Low Input Quick Amp Labeling Kit, Agilent Technologies), according to the instructions of the manufacturer. cRNAs were labeled with Cy3 and Cy5 dyes (Agilent Technologies) and thereafter cleaned up by using Qiagen’s RNeasy mini spin columns (Qiagen, GmbH, Hilden, Germany). 300 ng of a Cy3-labeled sample and 300 ng of corresponding Cy5-labeled sample were combined (total 600 ng). cRNA samples were fragmented and hybridized to the Agilent 2-color 60-mer oligo arrays (Agilent SurePrint G3 Mouse Gene Expression v2 GE 8x60K). The slides were washed and scanned with Agilent Microarray Scanner G2505C (Agilent Technologies) and the raw intensity values were obtained with the Feature Extraction software, version 11.0.1.1 (Agilent Technologies). Raw data was quality checked according to the Agilent standard procedures.

The median foreground intensities were imported into the R software [62] and analyzed with limma package within the BioConductor. Briefly, log2 transformation and quantile normalization was performed. Subsequently, batch effects derived from the labeling and array-specific variance were removed using the ComBat method [63] implemented in the sva package [64, 65]. The same batches were taken also into account when limma package [66] was used. The values of the probes recognizing the same NCBI Entrez Gene identifiers were further averaged into the final expression matrix. The microarray data is deposited in NCBI Gene Expression Omnibus (GEO) database [67] and are accessible through GEO Series accession number GSE122197 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122197). Differentially expressed genes were identified by using linear models and empirical Bayes pairwise comparisons (post hoc adjusted *P* < 0.05 and linear fold change (FC) > |1.5|). The resulting gene sets after Benjamini and Hochberg post hoc correction [63] were considered to be significant and were further studied.

### Analysis tools

Enrichment analyses of biological processes were performed using Enrichr [17, 18] and PANTHER [19] tools. REVIGO [68] was used to summarize lists of gene ontology (GO) terms. Canonical Pathway Analyses were carried out through the use of IPA [16]. Unless otherwise specified, the cut-off for a biological process or pathway to be considered significantly enriched was set at adjusted *p* value of 0.05. Bar and line plots were constructed using GraphPad Prism 7 (GraphPad Software Inc., San Diego, CA, USA) or IPA software. Heat maps and 2D scatter plots were created with Perseus [69, 70], Venn diagrams with Venny 2.1.0 [71]. Tile plots were prepared by R software [62] using the codes obtained from REVIGO tool [68].

### Statistical analysis of cell counts and mRNA expression levels

For statistical analysis of cell counts and PCR results, the Analysis of Variance (ANOVA) was performed. Tukey honest significant differences post-hoc testing was carried out after ANOVA for selected pair-wise comparisons. A *P*-value of < 0.05 was considered to be statistically significant. Validation of microarray results by PCR was evaluated with Pearson’s correlation test. The results were considered accurate when Pearson’s r value was ~ 1.

## Additional files

Additional file 1: **Table S1.** Total number of BAL cells and relative portion of differential immune cells. The numbers are presented as mean values ± standard error of mean (SEM). Statistically significant differences of total cell numbers between experimental groups and PBS-challenged control mice are marked with “*” whereas the ones between experimental groups and OVA-challenged control mice are marked with “•”. ***/•••*P* < 0.001. HPF, high power field; OVA, ovalbumin; PBS, phosphate buffered saline.

Additional file 2: **Table S2.** Lists of the differentially expressed genes from the microarray experiment. The tables with the differentially expressed genes in each of the relevant pairwise comparisons (each experimental group compared against corresponding PBS-challenged or OVA-challenged controls) are reported in sheets of the Microsoft Excel archive, named accordingly. In each table, the significantly differentially expressed genes (Benjamini and Hochberg post hoc corrected *P* value < 0.05 and absolute log2 fold change > 0.58) are ordered according to the decreasing log2 fold change. The Agilent probe IDs and gene symbols are shown. Additionally, for each significant gene, the average expression across the microarray samples, the t-test value, the nominal *P* value, the adjusted *P* value and the B value are also reported.

Additional file 3: **Table S3** Lists of the differentially expressed genes from the microarray experiment. Experimental groups of PBS-challenged or OVA-challenged mice that were treated with the same CuO material were combined and compared against their corresponding controls. The tables with the differentially expressed genes of each pairwise comparison are reported in sheets of the Microsoft Excel archive, named accordingly. In each table, the significantly differentially expressed genes (Benjamini and Hochberg post hoc corrected *p*-value < 0.05 and absolute log2 fold change > 0.58) are ordered according to the decreasing log2 fold change. The Agilent probe IDs and gene symbols are shown. Additionally, for each significant gene, the average expression across the microarray samples, the t-test value, the nominal *P* value, the adjusted *P* value and the B value are also reported.

Additional file 4: **Table S4.** Lists of the differentially expressed genes from the microarray experiment. Experimental groups treated with modified CuO materials were compared against the groups treated with the corresponding dose of core CuO in PBS-challenged or OVA-challenged mice. The tables with the differentially expressed genes of each pairwise comparison are reported in sheets of the Microsoft Excel archive, named accordingly. In each table, the significantly differentially expressed genes (Benjamini and Hochberg post hoc corrected p-value < 0.05 and absolute log2 fold change > 0.58) are ordered according to the decreasing log2 fold change. The Agilent probe IDs and gene symbols are shown. Additionally, for each significant gene, the average expression across the microarray samples, the t-test value, the nominal *P* value, the adjusted *P* value and the B value are also reported.

Additional file 5: **Figure S1.** Murine model of allergic airway inflammation. BALB/c mice were sensitized intraperitoneally (ip) with a mixture of ovalbumin and aluminium/magnesium hydroxide (OVA/Alum) on day 1 and 10. After a 10-day recovery period, 2.5, 10 or 40 μg/mouse of CuO nanomaterials dispersed in PBS with or without OVA were administered repeatedly to mice by oropharyngeal aspiration on days 20–23. Mice were sacrificed on day 24 for sample collection of bronchoalveolar lavage fluid (BAL) and lung tissue. ENM, engineered nanomaterial; PBS, phosphate buffered saline.

Additional file 6: **Figure S2.** Example transmission electron microscopy images of engineered CuO nanoparticles in 100 mg l^− 1^ Milli-Q water showing, (A) uncoated CuO core, (B) CuO-COOH, (C) CuO-NH_4_^+^ and, (D) CuO-PEG NPs. The respective Nanosight graphs show the particle distribution (bin sizes are hydrodynamic diameter) of the nanomaterials in 100 mg l^− 1^ Milli-Q water solutions. From Besinis and Handy, unpublished.

Additional file 7: **Figure S3.** Example transmission electron microscopy images of engineered CuO nanoparticles in 100 mg l^− 1^ Krebs physiological saline showing, (A) uncoated CuO core, (B) CuO-COOH, (C) CuO-NH_4_^+^ and, (D) CuO-PEG NPs. The respective Nanosight graphs show the particle distribution (bin sizes are hydrodynamic diameter) of the nanomaterials in 100 mg l^− 1^ Milli-Q water solutions. From Besinis and Handy, unpublished.

Additional file 8: **Figure S4.** Dialysis curves showing the release of total dissolved copper from uncoated CuO NPs core, CuO-COOH, CuO-NH_4_^+^ and CuO-PEG NPs over a 24 h period when suspended in (A) Ultrapure Milli-Q water, or (B) Krebs physiological saline. Controls are the respective water or saline without nanomaterials. Data are means ± S.D., *n* = 3 replicates. Curves were fitted using SigmaPlot 13.0 (Systat Software, Inc.) applying the single rectangular two parameter hyperbola equation on the raw data. From Besinis and Handy, unpublished.

Additional file 9: **Figure S5.** Histological assessment of the lung tissue after exposure to 10 μg/mouse of CuO nanomaterials. BALB/c mice were sensitized ip to OVA/Alum on day 1 and 10, and exposed repeatedly to 10 μg/mouse of CuO nanomaterials dispersed in PBS with or without OVA by oropharyngeal aspiration after a 10-day recovery period. A, H&E-stained lung tissue of PBS- and OVA-challenged mice that were treated with or without CuO nanomaterials. Histological changes were quantified in selected experimental groups and the results were expressed as an average size of inflammatory areas/section (B) and as an average size of areas containing nuclear dust/section (C). Images (A) are shown at × 200 magnification with a 100-μm scale bar. Columns and error bars represent mean values ± standard error of mean (SEM). *P < 0.05; **P < 0.01; ***P < 0.001.

Additional file 10: **Figure S6.** Validation of microarray data by PCR and ELISA. On the basis of the DNA microarray results, three genes were selected for validation by PCR taking into account their biological relevance in recruitment of leucocytes or in allergic airway inflammation. PCR results confirmed an upregulation of monocyte-recruiting chemokines CCL2 and CCL7 in lungs of ENM-treated mice compared with respective control mice at both time points, and induction of and eosinophil-attracting chemokine CCL11 in OVA-challenged mice. Microarray measurements were considered valid as the expression measured by PCR was concordant with microarray data and the correlation between the results was significant. In addition, CCL2 was measured at protein level in BAL supernatants by ELISA and the results were highly similar to those obtained by microarray and PCR. Left-sided plots present microarray results, right-sided plots in the top panel and the middle plot in the bottom panel express PCR results. Protein concentrations of CCL2 are presented in the bottom right. Data points and error bars represent mean values ± standard error of mean (SEM). AU, arbitrary unit of fluorescence intensity; RU, relative expression unit.

Additional file 11: **Figure S7.** Biomarkers associated to allergic airway inflammation were found up-regulated in ovalbumin (OVA)-challenged mice. Several markers known to play a role in asthma were chosen (pro-allergic IL-33, Th2 type cytokine IL-4, eosinophil-attracting chemokines CCL11 and CCL24, Th2 lymphocyte-attracting chemokine CCL17, and mucins MUC5AC and MUC5B), and their microarray gene expression data were compared in OVA-challenged and PBS-challenged mice. All selected markers were significantly up-regulated in mice challenged with OVA indicating that allergic airway inflammation developed in OVA-induced mice. AU, arbitrary unit of fluorescence intensity; PBS, phosphate buffered saline.

Additional file 12: **Figure S8.** General profiling of canonical pathways and biological processes in OVA-challenged mice after CuO, CuO COOH and CuO NH_3_ exposure. Experimental groups of exposed OVA-challenged mice were merged based on the test material, and their transcriptomic profiles were compared against the one of OVA-challenged controls. A, Number of differentially expressed genes (DEGs; linear fold change (FC) > |1.5|, adjusted *P* value < 0.05) in lungs of OVA-challenged mice exposed to CuO nanomaterials by oropharyngeal aspiration (2.5, 10 and 40 μg/mouse). B, Number of significantly enriched biological processes (adjusted *P* value < 0.05) obtained from analyses of DEG sets shown in (A), and biological process enriched commonly by DEGs of CuO, CuO COOH and CuO NH_3_ exposure with adjusted *P* values.

Additional file 13: **Figure S9.** DEGs with negative fold change in PBS mice exposed to 2.5 μg of CuO PEG versus core CuO at the same dose belong to processes related to inflammatory response. Treemap of GO biological processes significantly enriched by down-regulated genes in PBS-challenged mice exposed to 2.5 μg of CuO PEG compared against core CuO at the same dose. The size of each rectangle reflects the false discovery rate (FDR) of the corresponding GO term. GO terms are grouped by semantic similarity (SimRel, similarity = 0.5) into the same upper hierarchy term, visualized with different colours.

Additional file 14: **Figure S10.** GO biological processes enriched by DEGs in PBS mice exposed to 40 μg of CuO PEG versus core CuO at the same dose belong to processes related to inflammatory response. Treemap of GO biological processes significantly enriched by DEGs with A) a positive fold change and B) a negative fold change. The size of each rectangle reflects the FDR of the corresponding GO term. GO terms are grouped by semantic similarity (SimRel, similarity = 0.5) into the same upper hierarchy term, visualized with different colours.

Additional file 15: **Figure S11.** DEGs with a positive fold change in OVA-challenged mice exposed to 40 μg of CuO PEG versus core CuO at the same dose belong to processes related to inflammatory response. Treemap of GO biological processes significantly enriched by up-regulated genes in OVA-challenged mice exposed to 40 μg of CuO PEG compared against core CuO at the same dose. The size of each rectangle reflects FDR of the corresponding GO term. GO terms are grouped by semantic similarity (SimRel, similarity = 0.5) into the same upper hierarchy term, visualized with different colours.

Additional file 16: **Figure S12.** Number of DEGs and canonical pathways involved in the inflammatory response to CuO materials in PBS-challenged and OVA-challenged mice. A differential expression analysis was performed in which each experimental group was compared against their corresponding negative controls. Thereafter, the activation z-scores of the pathways obtained from IPA were compared in PBS-challenged and OVA-challenged mice. A, A table of DEG numbers specific to PBS- and OVA-challenged groups, and an overlap between them (number of common DEGs). B, A heatmap of (in)activation of predicted canonical pathways with IPA cut-offs of absolute z-score > 2 and -log(*P* value) > 2.

Additional file 17: **Figure S13.** Canonical pathways involved in the inflammatory response to CuO materials. A differential expression analysis was performed in which each experimental group was compared against their respective PBS- or OVA-challenged control group. Activation z-scores of the predicted pathways with cut-offs of absolute z-score > 2 and -log(*P* value) > 2 were obtained from IPA and compared in PBS-challenged and OVA-challenged mice. A-D, 2D-scatterplots of canonical pathways affected by A) CuO, B) CuO COOH, C) CuO NH_3_ and D) CuO PEG exposure (40 μg/mouse) in PBS- and OVA-challenged mice. Top 5 pathways of each section with the highest z-scores have been denoted above or below the plot, and marked on the plot with a filled circle. Blue circles refer to correlated and red to anti-correlated pathways. Black circles indicate the pathways that had a z-score of zero in one of the data sets.

## Data Availability

The data supporting the conclusions of this article are included within the article and its additional files. The microarray data are available in the NCBI GEO database and are accessible through GEO Series accession number GSE122197 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122197).

How the deposited data were processed for this re-analysis (not part of the article)

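Lung tissue RNA of mice challenged with PBS or OVA and exposed to core CuO, CuO COOH, CuO NH_3_ or CuO PEG at 2.5, 10 or 40 μg/mouse was measured by the authors on 2-colour Agilent mouse arrays. Each sample was a pool of 2 RNA samples labelled with Cy3 or Cy5. The 89 samples formed 26 groups, and the groups, doses and replicate numbers were taken from the deposited sample labels. The samples lay on 46 arrays of 6 slides, 43 arrays with 2 samples used and 3 with 1.

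The authors deposited, for each array, the scanner output of Agilent's Feature Extraction (version 12.0.2.2 in the headers, while the methods name 11.0.1.1), with the median foreground and local background intensity of each spot and channel, unnormalized, and its quality marks. The authors also deposited a table of normalized log2 values per probe and sample, which orders the probes of every sample as the scanner channel of that sample does (89 of 89). According to their methods, the authors transformed the values to log2, applied quantile normalization, adjusted for labelling and array with ComBat and fitted limma. The ratios of standard errors in the supplementary tables were used to choose batch terms.

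From the deposited intensities, the median foreground of each channel was taken to log2 without background subtraction and quantile normalized over the 89 samples. The 3671 control spots and spots marked as outliers were left out, the other spots of the 62976 were averaged to 56605 probes, and the 32994 probes with a gene in the RefSeq table were averaged to 22911 genes. The 23611 probes without a gene were left out of the gene results. R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and Python 3.11.15 with matplotlib 3.10.9, were used.

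The median foreground intensity was 86 in Cy3 (62 to 130) and 97 in Cy5 (70 to 203), 2.96 (2.07 to 4.38) and 1.80 (1.37 to 3.56) times the local background. A median of 60.5% and 58.8% of spots was well above background, and 0 spots were saturated. The highest correlation between 2 samples was 0.998, and each sample had another with at least 0.990.

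One linear model with all 26 groups gave each comparison, with moderated t tests and Benjamini-Hochberg adjustment over genes. A gene was called at an adjusted p below 0.05 and an absolute log2 fold change above 0.58. Dye and hybridisation were fixed terms for comparisons against controls, for doses merged and for the interaction of exposure and challenge. Dye, slide and array position were the terms for comparisons between materials. The median standard error of a log2 fold change against controls was 0.10 to 0.28. The comparisons of CuO PEG 40 with CuO 10 were made because of the Cu fractions of Table 1 of the paper.

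Of the single genes, those the paper names are given, and for a comparison reported gene by gene the 3 largest rises and 3 largest falls among the called genes whose exposed samples all lie on one side of the control samples. Of a gene set, at most 3 called members are named. The 16 gene sets, written by hand to stand for the processes the paper names and for lung cell types, were allergic airway markers, neutrophil, chemokine, acute phase, pro-inflammatory, mitotic cell cycle, T cell, copper and oxidative stress, aryl hydrocarbon receptor, eosinophil, goblet cell, erythrocyte, B cell, alveolar type 1, endothelial and ciliated cell. Their shift was tested with limma's cameraPR at a preset inter-gene correlation of 0.01, and with fry as an alternative. Lists of platelet, clock output and clock antiphase genes were added later. The pathway tools of the paper need knowledge bases that were not available.

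Samples were clustered on z-scores of 500 genes with the smallest p of the F test, with Euclidean distance and average linkage, into 5 clusters, after dye, slide and array position had been removed. The groups were kept in the fit that removed these terms. The caption of Fig. 3a gives the thresholds for the top 500 DEGs, which were not applied to these 500 genes. The comparison and ranking behind the top genes, the distance and the linkage were looked for in the text and the readable supplementary files and not found. The alternatives were normexp background correction with an offset of 50, loess and between-array normalization, which used 86 samples, dim probes left out, the deposited value table, ComBat written from its published formulas, the array as a random block, dye with slide and array position, dye with hybridisation, the replicate number as a block, controls of the same slides only, and each sample left out in turn. For clustering they were no batch terms removed, dye and hybridisation removed, complete linkage and the deposited value table. Up to 100 other splits of the samples were fitted per comparison on the 22851 genes without a missing value.

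The fits were tested on simulated data with 200 of 22851 genes changed by 1.5 on the log2 scale. They recovered 186 for CuO 40 against PBS, 200 for merged CuO, 197 for CuO PEG 40 against CuO 40, 171 for the interaction and 198 for CuO PEG 40 against CuO 10, called 3 to 6 unchanged genes, and called 0 in comparisons left unchanged. The fit for comparisons between materials has no term for the single array. With array effects of the size estimated here in the simulation, it recovered 197 genes for CuO PEG 40 against CuO 40 and called 106 unchanged genes, and 374 in an unchanged comparison of CuO COOH 40 with CuO 40. For CuO PEG 40 against CuO 10 these numbers were 199, 160 and 19. The array effects put in carry their own estimation error, and each comparison had a single simulated data set. These numbers show that arrays can add calls but not how many. Measurements of the paper that are not in the deposited array files were not analysed here, such as cell counts, histology, PCR and particle properties.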

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

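The tests of saturated spots, of genes that OVA had already moved, of the choice of genes for CuO PEG, of platelet genes in 2 groups given CuO NH_3_, of the time of day and of outlying samples were chosen only after the result was seen, as were the values at which an explanation was taken as excluded. Doses are in μg/mouse throughout, and a sample is a pool of RNA.

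A difference between groups: exposure moved genes by different amounts in PBS- and OVA-challenged mice. An interaction term in limma was past the thresholds in 255 genes for CuO at 40, 261 for CuO COOH and 361 for CuO NH_3_. At 10 it was past them in 55 genes for CuO COOH and 30 for CuO NH_3_, and at 2.5 in 1 and 6. For CuO at 2.5 and 10 and for CuO PEG at 2.5, 10 and 40 it gave 0 genes, with 608, 1205, 1107, 1681 and 1121 at an unadjusted p under 0.05, and 235, 193, 0, 89 and 191 with the array as a random block. Of the genes at 40, 252 of 255, 257 of 261 and 333 of 361 had an exposure effect nearer 0 in OVA-challenged mice, with medians of 1.80, 1.63 and 1.49 in PBS-challenged and 0.50, 0.42 and 0.36 in OVA-challenged mice (log2). So did 55 of 55 at 10 for CuO COOH, 21 of 30 for CuO NH_3_, and 6 of 6 at 2.5 for CuO NH_3_, but 0 of 1 for CuO COOH at 2.5.

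Leaving out 1 sample at a time moved these counts by more than 1.5 times at their lower end: 49 (without CuO 40 replicate 2) to 340 (without OVA replicate 6) for CuO 40, 60 (without CuO COOH 40 replicate 1) to 317 (without OVA replicate 6) for CuO COOH 40 and 149 (without CuO NH_3_ 40 replicate 1) to 427 (without OVA replicate 6) for CuO NH_3_ 40. The smaller counts ranged from 0 (without CuO COOH 10 + OVA replicate 2) to 90 (without OVA replicate 6) for CuO COOH 10, 0 (without CuO NH_3_ 10 replicate 4) to 61 (without CuO NH_3_ 10 + OVA replicate 2) for CuO NH_3_ 10, 0 (without CuO NH_3_ 2.5 replicate 1) to 22 (without OVA replicate 8) for CuO NH_3_ 2.5 and 0 (without CuO COOH 2.5 replicate 1) to 2 (without CuO COOH 2.5 replicate 3) for CuO COOH 2.5. Among 100 splits of the same samples, 2 gave as many genes for CuO 40 (the real one included), 4 for CuO COOH 2.5, 2 for CuO COOH 10 and 4 for CuO COOH 40. For CuO NH_3_ at 2.5, 10 and 40 it was 5, 7 and 5 splits. These splits exchange exposed and control samples of each challenge, so the exposure effect itself enters the spread of the other splits. They therefore cannot exclude chance for a difference between the challenges. They also say nothing where the count was 0, since every split reaches it by construction (100 of 100).

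For CuO, CuO COOH and CuO NH_3_ at 40, several technical explanations of the smaller effects in OVA-challenged mice were weighed. Saturated spots would hide further rises, and 0 spots were saturated. Larger standard errors would leave effects of like size, but with the noise taken off, the spread of effects in OVA-challenged mice was 0.531, 0.601 and 0.585 of that in PBS-challenged mice. Choosing genes by their PBS calls would make the ratio turn round over genes chosen by their OVA calls. Over those genes the PBS effect stayed the larger, by 1.37, 1.29 and 1.23. Genes that OVA alone had already moved are not the whole cause either. In genes that OVA left unchanged, chosen by the calls of another material, the OVA effect was 0.651, 0.642 and 0.642 of the PBS effect, against 0.395, 0.368 and 0.352 in genes that OVA had moved. Of the genes with an interaction, 88.6%, 76.2% and 79.8% were also changed by OVA alone in the direction of the exposure. A smaller response of OVA-challenged lungs at this dose may be biological, which is a hypothesis found and tested on the same samples. The splits leave chance open for each of these materials.

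This pattern was not shown for CuO PEG at 40 or for the lower doses of CuO NH_3_. The OVA effect of CuO PEG 40 was 0.469 of the PBS effect over its PBS calls. Over its OVA calls the ratio turned round, with the PBS effect at 0.662 of the OVA effect, so the choice of genes may explain it. For CuO NH_3_ at 2.5 and 10 the PBS effect was likewise only 0.622 and 0.670 of the OVA effect over the OVA calls.

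A signal in genes the paper does not discuss: transcripts of erythrocytes fell after exposure. The median of 8 such genes in PBS-challenged mice at 40 was −2.69 for CuO, −2.32 for CuO COOH, −1.92 for CuO NH_3_ and −0.85 for CuO PEG (log2), and in OVA-challenged mice −1.73, −1.76, −1.71 and −1.69. For CuO 40 against PBS, 5 of the 8 were past the thresholds and 1 was slightly higher, and the median lay between −3.38 with dim probes left out and −2.05 with dye, slide and array position as batch terms over the 9 alternatives run. Less blood in the lung sample would lower platelet transcripts as well. The median of 11 platelet genes was 0.08 for CuO 40 (0.0817), with 8 of the 11 higher. Its members lay on both sides of 0, from Clec1b at −0.48 to Pf4 at 1.90. At 10 of CuO, Ppbp, Clec1b and Gp9 were lower (−1.04, −0.89 and −0.79) and none of these 3 was past the thresholds. After CuO NH_3_ at 10 in PBS-challenged and at 40 in OVA-challenged mice, erythrocyte medians were −1.17 and −1.71, yet 11 and 11 of the 11 platelet genes were higher (medians 0.23 and 0.37, from 0.18 to 0.38 and from 0.28 to 0.38 over the alternatives without a replicate block, with 10 or 11 genes higher). That argues against less blood as the whole cause in these 2 groups. At 40, platelet genes were higher in 9 of 11 for CuO NH_3_ and 10 of 11 for CuO PEG against PBS, and in 9 of 11 for CuO PEG against OVA. For CuO 40 the test was undecided, because its platelet genes moved both ways: less blood, and fewer erythrocyte precursors or a lower transcript content of erythrocytes, cannot be told apart there. Lavage before RNA was taken, which can differ between lungs, was not tested.

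Another signal outside the genes the paper discusses lay in output genes of the circadian clock, a list drawn up after their values were seen. Dbp at 40 against PBS changed by −3.18 (log2, standard error 0.44, limma adjusted p = 1.96e-05) for CuO, −2.47 (0.43, 3.43e-04) for CuO COOH, −3.15 (0.31, 7.64e-08) for CuO NH_3_ and −0.38 (0.37, 0.754) for CuO PEG. The median of 10 clock output genes was −1.32, −1.21, −1.45 and −0.11 for the materials in that order, and for CuO 40 it lay between −1.34 and −1.01 over the 9 alternatives run. Lungs taken at another time of day would raise genes in antiphase by a like amount. The median of 5 antiphase genes was 0.49 for CuO 40 (0.494), 0.00 for CuO COOH 40 and 0.15 for CuO NH_3_ 40, but Npas2, 1 of the 5, was well above background in 0 of 89 samples, so its values show neither a rise nor the lack of one. Without it the median of the other 4 was 0.44 for CuO 40 (0.443), 0.27 for CuO COOH 40 and 0.22 for CuO NH_3_ 40. For CuO 40, Nfil3 changed by 2.22, Arntl by 0.72, Cry1 by 0.17 and Clock by −0.07, and with the array as a random block the median of the 4 was 0.17. The time of day, which neither the deposited labels nor the methods give per sample, and an effect of the exposure on clock genes cannot be told apart, since only part of the detected antiphase genes moved.

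A further signal lay in metallothioneins, which the paper does not discuss. Mt2 at 40 against PBS rose by 4.16, 3.55, 3.21 and 1.86 for CuO, CuO COOH, CuO NH_3_ and CuO PEG (log2, standard errors 0.33, 0.32, 0.23 and 0.27, adjusted p = 2.25e-08, 9.23e-08, 8.33e-10 and 2.50e-04). Mt1 rose by 2.62, 1.88, 2.05 and 0.80 and Hmox1 by 3.98, 4.91, 2.62 and 1.48. Against a response to copper alone stands that OVA without particles raised Mt2 by 1.71, Mt1 by 0.81 and Hmox1 by 1.22. Saturation would lower such values rather than raise them, and 0 spots were saturated. No further technical explanation was tested for these 3 genes, and copper, inflammation and oxidative stress stay open.

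Samples far from the others of their group were looked for with Dixon's ratio in genes that the text reports, in groups of 4 to 8 samples. It was past its critical value in 4 of 56 combinations of gene and group, where chance gives about 1 in 20. They were Muc5b in CuO NH_3_ 10 replicate 3 (0.898), Muc5b in PBS replicate 6 (0.586), Mt2 in PBS replicate 4 (0.597) and Dbp in CuO PEG 10 replicate 1 (0.857). A problem of a whole sample would make it the outlier in many more genes than the other samples of its group. These samples were the outlier in 1.88%, 0.928%, 1.44% and 1.57% of all genes, where an even share would be 1.34%, 0.886%, 0.886% and 1.35%. OVA controls 2 and 7, which were outlying in none of the genes tested with this ratio, reached 1.91% and 1.89% against 0.837%. The percentages do not set the samples apart clearly, so a sample-wide problem and chance cannot be told apart here. No biological explanation was tested.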

How the results depend on the processing

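Of the alternatives below, dye, slide and array position, controls of the same slides only and the replicate number as a block were chosen after seeing the data for the overlaps and for the shares of merged DEGs, as were the first and the last of these for Ccl11, and the rest before. Counts are of differentially expressed genes (DEGs) from limma, with the count as reported elsewhere in brackets after that of the alternative, and doses are in μg/mouse. A count is called moved where it changed by more than 1.5 times. The number of counts within that range was 63 of 65 with normexp background correction (1 more, 1 fewer), 62 of 65 with the deposited value table (2 more, 1 fewer), 60 of 65 with dim probes left out (4 more, 1 fewer), 47 of 65 with loess normalization (10 more, 8 fewer) and 40 of 65 with ComBat before the fit (22 more, 3 fewer). For the other batch terms it was 13 of 65 with the array as a random block (48 more, 4 fewer), 21 of 45 with dye, slide and array position (21 more, 3 fewer), 19 of 32 with controls of the same slides only (1 more, 12 fewer) and 6 of 20 with dye and hybridisation (0 more, 14 fewer). The largest median log2 fold change of all genes, in size, over the settings tabulated was −0.05.

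With normexp background correction, the moved counts were few. Against OVA controls there were 0 (1) for CuO PEG 2.5. The interaction gave 1 (0) for CuO 10. The deposited value table moved these. In OVA-challenged mice there were 0 (1) for CuO PEG 2.5. Genes with an interaction numbered 1 (0) for CuO 10 and 10 (6) for CuO NH_3_ 2.5. Leaving out dim probes kept 16306 of 22911 genes, so fewer genes were tested. Compared with OVA controls, 0 (1) for CuO PEG 2.5 were called. Merged doses against PBS gave 762 (497) for CuO COOH. Against core CuO with PBS there were 71 (30) for CuO NH_3_ 40. Against core CuO with OVA there were 2 (0) for CuO PEG 10. For the interaction, 16 (6) for CuO NH_3_ 2.5 were called. The cause of these shifts was not tested.

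Loess normalization used 86 of the 89 samples, because the 3 samples alone on their array were left out, so it rests on fewer samples. Against PBS controls there were 411 (207) for CuO 2.5. The OVA controls as reference gave 5 (8) for CuO COOH 2.5, 247 (575) for CuO NH_3_ 10 and 0 (1) and 41 (132) for CuO PEG 2.5 and 40. Doses merged gave, against PBS, 424 (270) for CuO. Merged doses against OVA gave 36 (3) for CuO COOH and 41 (125) for CuO NH_3_. Compared with core CuO in PBS-challenged mice, 3 (43) for CuO COOH 2.5 and 13 (30) for CuO NH_3_ 40 were called. Compared with core CuO in OVA-challenged mice, 21 (0) and 0 (1) for CuO COOH 2.5 and 10, 14 (0) for CuO NH_3_ 2.5 and 3 (1) for CuO PEG 2.5 were called. An interaction was called in 18 (0) and 411 (255) for CuO 10 and 40. CuO PEG 40 against CuO 10 gave 44 (29) in PBS-challenged mice and 7 (1) in OVA-challenged mice. It also moved the share of higher calls by more than 10 percentage points. CuO 2.5 against PBS had 325 higher and 86 lower in place of 186 and 21, CuO NH_3_ 40 against CuO 40 had 6 and 7 in place of 9 and 21, the same comparison in OVA-challenged mice 19 and 48 in place of 37 and 58, and the interaction of CuO NH_3_ 10 had 2 and 32 in place of 9 and 21. The cause was not tested.

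ComBat for dye, slide and array position before the fit moved these counts. In PBS-challenged mice there were 365 (207) for CuO 2.5. Exposure with OVA gave 127 (61) and 656 (378) for CuO 10 and 40, 1 (8) for CuO COOH 2.5 and 0 (1) for CuO PEG 2.5. Doses merged gave, against OVA, 22 (3) for CuO COOH. The core CuO comparisons without OVA gave 85 (43), 10 (4) and 49 (26) for CuO COOH 2.5, 10 and 40 and 82 (30) for CuO NH_3_ 40. The core CuO comparisons with OVA gave 3 (0), 3 (1) and 159 (85) for CuO COOH 2.5, 10 and 40, 1 (0) and 161 (95) for CuO NH_3_ 10 and 40 and 5 (1), 4 (0) and 174 (92) for CuO PEG 2.5, 10 and 40. The interaction gave 14 (0) and 413 (255) for CuO 10 and 40, 0 (1) for CuO COOH 2.5 and 36 (6) and 65 (30) for CuO NH_3_ 2.5 and 10. CuO PEG 40 against CuO 10 gave 100 (29) in PBS-challenged mice and 19 (1) in OVA-challenged mice. For these too, the cause was not tested.

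With the array as a random block and no slide term, most counts rose. Compared with PBS controls, 825 (207) for CuO 2.5, 310 (82) and 1362 (828) for CuO COOH 2.5 and 10, 485 (220) for CuO NH_3_ 2.5 and 177 (98) and 838 (512) for CuO PEG 10 and 40 were called. Counted against OVA, 83 (0), 342 (61) and 939 (378) for CuO 2.5, 10 and 40, 30 (8) and 293 (152) for CuO COOH 2.5 and 10, 404 (210) and 1411 (904) for CuO NH_3_ 2.5 and 40 and 15 (1), 307 (0) and 423 (132) for CuO PEG 2.5, 10 and 40 were called. With merged doses and PBS, 1422 (270) for CuO, 1198 (497) for CuO COOH and 156 (0) for CuO PEG were called. With merged doses and OVA, 339 (12) for CuO, 371 (3) for CuO COOH, 570 (125) for CuO NH_3_ and 195 (0) for CuO PEG were called. Modified materials against core CuO (PBS) gave 9 (43), 0 (4) and 11 (26) for CuO COOH 2.5, 10 and 40, 794 (0), 1048 (36) and 711 (30) for CuO NH_3_ 2.5, 10 and 40 and 1590 (424), 1433 (246) and 1757 (1009) for CuO PEG 2.5, 10 and 40. Modified materials against core CuO (OVA) gave 0 (1) for CuO COOH 10, 891 (0), 813 (0) and 1050 (95) for CuO NH_3_ 2.5, 10 and 40 and 1065 (1), 1054 (0) and 1059 (92) for CuO PEG 2.5, 10 and 40. Genes with an interaction numbered 235 (0), 193 (0) and 1162 (255) for CuO 2.5, 10 and 40, 3 (1), 315 (55) and 525 (261) for CuO COOH 2.5, 10 and 40, 206 (6), 151 (30) and 735 (361) for CuO NH_3_ 2.5, 10 and 40 and 89 (0) and 191 (0) for CuO PEG 10 and 40. CuO PEG 40 against CuO 10 gave 721 (29) in PBS-challenged mice and 794 (1) in OVA-challenged mice. Without a slide term, differences between the slide sets enter the comparisons by construction. On data simulated with the array effects estimated here, that fit called 495 unchanged genes in CuO 40 against PBS and 476 in an unchanged comparison, beside 197 of 200 changed genes. Those estimates carry their own error, so these numbers do not measure how many calls arrays add.

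Dye, slide and array position in place of dye and hybridisation moved these. The PBS controls as reference gave 558 (207) for CuO 2.5 and 397 (220) for CuO NH_3_ 2.5. Against OVA controls there were 1 (0), 156 (61) and 775 (378) for CuO 2.5, 10 and 40, 4 (8) for CuO COOH 2.5, 279 (575) for CuO NH_3_ 10 and 113 (0) and 298 (132) for CuO PEG 10 and 40. The merged PBS comparisons gave 1185 (270) for CuO, 792 (497) for CuO COOH and 11 (0) for CuO PEG. The merged OVA comparisons gave 18 (3) for CuO COOH. For the interaction, 397 (0), 194 (0) and 1238 (255) for CuO 2.5, 10 and 40, 0 (1), 325 (55) and 536 (261) for CuO COOH 2.5, 10 and 40, 243 (6), 204 (30) and 788 (361) for CuO NH_3_ 2.5, 10 and 40 and 106 (0) and 244 (0) for CuO PEG 10 and 40 were called. Here the cause was not tested.

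Controls of the same slides only leave fewer control samples, so these shifts rest on fewer samples. Exposure without OVA gave 112 (207) for CuO 2.5, 31 (82) for CuO COOH 2.5, 83 (220) for CuO NH_3_ 2.5 and 200 (512) for CuO PEG 40. In OVA-challenged mice there were 4 (8) for CuO COOH 2.5, 130 (210) for CuO NH_3_ 2.5 and 0 (1) and 65 (132) for CuO PEG 2.5 and 40. Merged doses against PBS gave 67 (270) for CuO and 47 (497) for CuO COOH. Merged doses against OVA gave 0 (12) for CuO, 5 (3) for CuO COOH and 54 (125) for CuO NH_3_. For the comparisons with core CuO, dye and hybridisation as batch terms leave 17 residual degrees of freedom in place of 50. Against core CuO with PBS there were 0 (43), 0 (4) and 0 (26) for CuO COOH 2.5, 10 and 40, 0 (36) and 0 (30) for CuO NH_3_ 10 and 40 and 30 (246) and 479 (1009) for CuO PEG 10 and 40. Against core CuO with OVA there were 0 (1) and 1 (85) for CuO COOH 10 and 40, 0 (95) for CuO NH_3_ 40 and 0 (1) and 1 (92) for CuO PEG 2.5 and 40. CuO PEG 40 against CuO 10 gave 0 (29) in PBS-challenged mice and 0 (1) in OVA-challenged mice.

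Groups share replicate numbers, so a fit with the replicate number as a block was made as well. The deviations of samples with the same number had a mean correlation of 0.0634 (over 0.1 in 36.9% of 956 pairs), against −0.0233 for other numbers, so the numbers do not pair the samples. The block was run in place of the array and slide terms. Counted against PBS, 478 (207) for CuO 2.5, 1384 (220) and 1613 (760) for CuO NH_3_ 2.5 and 10 and 804 (0), 977 (98) and 1612 (512) for CuO PEG 2.5, 10 and 40 were called. Compared with OVA controls, 9 (0), 152 (61) and 842 (378) for CuO 2.5, 10 and 40, 3 (8) for CuO COOH 2.5, 1739 (210), 1692 (575) and 2792 (904) for CuO NH_3_ 2.5, 10 and 40 and 1219 (1), 1742 (0) and 1505 (132) for CuO PEG 2.5, 10 and 40 were called. Doses merged gave, against PBS, 965 (270) for CuO, 1944 (912) for CuO NH_3_ and 860 (0) for CuO PEG. Doses merged gave, against OVA, 51 (12) for CuO, 16 (3) for CuO COOH, 1755 (125) for CuO NH_3_ and 1186 (0) for CuO PEG. Compared with core CuO in PBS-challenged mice, 0 (4) and 15 (26) for CuO COOH 10 and 40, 939 (0), 895 (36) and 873 (30) for CuO NH_3_ 2.5, 10 and 40 and 1744 (424), 1455 (246) and 1855 (1009) for CuO PEG 2.5, 10 and 40 were called. Compared with core CuO in OVA-challenged mice, 0 (1) and 137 (85) for CuO COOH 10 and 40, 1055 (0), 1016 (0) and 1101 (95) for CuO NH_3_ 2.5, 10 and 40 and 1171 (1), 1112 (0) and 1158 (92) for CuO PEG 2.5, 10 and 40 were called. An interaction was called in 289 (0), 197 (0) and 1130 (255) for CuO 2.5, 10 and 40, 3 (1), 330 (55) and 500 (261) for CuO COOH 2.5, 10 and 40, 234 (6), 139 (30) and 738 (361) for CuO NH_3_ 2.5, 10 and 40 and 152 (0) and 185 (0) for CuO PEG 10 and 40. CuO PEG 40 against CuO 10 gave 882 (29) in PBS-challenged mice and 860 (1) in OVA-challenged mice.

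Leaving out each sample of the compared groups in turn gave ranges that passed 1.5 times the count in 59 of 65 comparisons, and each is given from lowest to highest with the sample left out. Core CuO against PBS gave 51 without CuO 2.5 replicate 3 to 227 without PBS replicate 1 for CuO 2.5, 287 without PBS replicate 3 to 986 without CuO 10 replicate 1 for CuO 10 and 459 without CuO 40 replicate 2 to 3269 without CuO 40 replicate 3 for CuO 40. CuO COOH against PBS gave 0 without CuO COOH 2.5 replicate 1 to 130 without PBS replicate 1 for CuO COOH 2.5, 106 without CuO COOH 10 replicate 3 to 828 without CuO COOH 10 replicate 2 for CuO COOH 10 and 1019 without PBS replicate 1 to 2364 without PBS replicate 6 for CuO COOH 40. CuO NH_3_ against PBS gave 52 without CuO NH_3_ 2.5 replicate 3 to 247 without PBS replicate 1 for CuO NH_3_ 2.5 and 270 without CuO NH_3_ 10 replicate 4 to 820 without PBS replicate 1 for CuO NH_3_ 10. CuO PEG against PBS gave 0 without CuO PEG 2.5 replicate 2 to 9 without CuO PEG 2.5 replicate 3 for CuO PEG 2.5, 31 without CuO PEG 10 replicate 3 to 103 without PBS replicate 2 for CuO PEG 10 and 279 without CuO PEG 40 replicate 2 to 577 without PBS replicate 1 for CuO PEG 40. Core CuO with OVA, against OVA controls, gave 4 without CuO 10 + OVA replicate 2 to 72 without OVA replicate 6 for CuO 10 and 29 without CuO 40 + OVA replicate 2 to 428 without OVA replicate 4 for CuO 40. CuO COOH with OVA, against OVA controls, gave 0 without CuO COOH 2.5 + OVA replicate 1 to 10 without OVA replicate 7 for CuO COOH 2.5, 6 without CuO COOH 10 + OVA replicate 1 to 228 without CuO COOH 10 + OVA replicate 2 for CuO COOH 10 and 118 without CuO COOH 40 + OVA replicate 1 to 1100 without CuO COOH 40 + OVA replicate 3 for CuO COOH 40. CuO NH_3_ with OVA, against OVA controls, gave 0 without CuO NH_3_ 2.5 + OVA replicate 2 to 353 without CuO NH_3_ 2.5 + OVA replicate 1 for CuO NH_3_ 2.5, 35 without CuO NH_3_ 10 + OVA replicate 3 to 872 without CuO NH_3_ 10 + OVA replicate 1 for CuO NH_3_ 10 and 427 without CuO NH_3_ 40 + OVA replicate 1 to 1071 without CuO NH_3_ 40 + OVA replicate 3 for CuO NH_3_ 40. CuO PEG with OVA, against OVA controls, gave 0 without CuO PEG 2.5 + OVA replicate 2 to 3 without OVA replicate 8 for CuO PEG 2.5, 0 without CuO PEG 10 + OVA replicate 1 to 16 without OVA replicate 8 for CuO PEG 10 and 9 without CuO PEG 40 + OVA replicate 3 to 442 without CuO PEG 40 + OVA replicate 2 for CuO PEG 40. Merged doses against PBS gave 46 without CuO 40 replicate 2 to 549 without CuO 2.5 replicate 2 for CuO, 0 without PBS replicate 3 to 790 without CuO COOH 2.5 replicate 1 for CuO COOH, 83 without CuO NH_3_ 40 replicate 1 to 1509 without CuO NH_3_ 2.5 replicate 2 for CuO NH_3_ and 0 without CuO PEG 10 replicate 1 to 11 without CuO PEG 2.5 replicate 3 for CuO PEG. Merged doses against OVA controls gave 0 without CuO 10 + OVA replicate 1 to 15 without CuO 2.5 + OVA replicate 2 for CuO, 0 without CuO COOH 10 + OVA replicate 1 to 13 without OVA replicate 8 for CuO COOH and 4 without CuO NH_3_ 10 + OVA replicate 3 to 367 without CuO NH_3_ 40 + OVA replicate 1 for CuO NH_3_. CuO COOH against core CuO (PBS) gave 2 without CuO COOH 2.5 replicate 2 to 39 without CuO COOH 2.5 replicate 3 for CuO COOH 2.5, 0 without CuO 10 replicate 3 to 10 without CuO COOH 10 replicate 2 for CuO COOH 10 and 2 without CuO 40 replicate 2 to 142 without CuO 40 replicate 3 for CuO COOH 40. CuO NH_3_ against core CuO (PBS) gave 7 without CuO 10 replicate 3 to 95 without CuO 10 replicate 1 for CuO NH_3_ 10 and 1 without CuO 40 replicate 1 to 132 without CuO 40 replicate 3 for CuO NH_3_ 40. CuO PEG against core CuO (PBS) gave 210 without CuO 2.5 replicate 3 to 448 without CuO 2.5 replicate 1 for CuO PEG 2.5, 75 without CuO 10 replicate 3 to 442 without CuO PEG 10 replicate 1 for CuO PEG 10 and 592 without CuO 40 replicate 2 to 1227 without CuO 40 replicate 3 for CuO PEG 40. CuO COOH with OVA against core CuO gave 0 without CuO 2.5 + OVA replicate 2 to 3 without CuO COOH 2.5 + OVA replicate 3 for CuO COOH 2.5, 0 without CuO 10 + OVA replicate 2 to 1 without CuO 10 + OVA replicate 1 for CuO COOH 10 and 21 without CuO COOH 40 + OVA replicate 1 to 167 without CuO 40 + OVA replicate 2 for CuO COOH 40. CuO NH_3_ with OVA against core CuO gave 0 without CuO 2.5 + OVA replicate 1 to 3 without CuO NH_3_ 2.5 + OVA replicate 2 for CuO NH_3_ 2.5, 0 without CuO 10 + OVA replicate 1 to 6 without CuO NH_3_ 10 + OVA replicate 1 for CuO NH_3_ 10 and 3 without CuO 40 + OVA replicate 1 to 273 without CuO 40 + OVA replicate 2 for CuO NH_3_ 40. CuO PEG with OVA against core CuO gave 0 without CuO 2.5 + OVA replicate 2 to 7 without CuO PEG 2.5 + OVA replicate 3 for CuO PEG 2.5, 0 without CuO 10 + OVA replicate 1 to 2 without CuO PEG 10 + OVA replicate 3 for CuO PEG 10 and 0 without CuO 40 + OVA replicate 1 to 193 without CuO 40 + OVA replicate 2 for CuO PEG 40. The interaction of CuO gave 0 without CuO 10 replicate 2 to 25 without OVA replicate 6 for CuO 10 and 49 without CuO 40 replicate 2 to 340 without OVA replicate 6 for CuO 40. The interaction of CuO COOH gave 0 without CuO COOH 2.5 replicate 1 to 2 without CuO COOH 2.5 replicate 3 for CuO COOH 2.5, 0 without CuO COOH 10 + OVA replicate 2 to 90 without OVA replicate 6 for CuO COOH 10 and 60 without CuO COOH 40 replicate 1 to 317 without OVA replicate 6 for CuO COOH 40. The interaction of CuO NH_3_ gave 0 without CuO NH_3_ 2.5 replicate 1 to 22 without OVA replicate 8 for CuO NH_3_ 2.5, 0 without CuO NH_3_ 10 replicate 4 to 61 without CuO NH_3_ 10 + OVA replicate 2 for CuO NH_3_ 10 and 149 without CuO NH_3_ 40 replicate 1 to 427 without OVA replicate 6 for CuO NH_3_ 40. The interaction of CuO PEG gave 0 without CuO PEG 2.5 replicate 1 to 1 without CuO PEG 2.5 replicate 3 for CuO PEG 2.5, 0 without CuO PEG 10 replicate 1 to 12 without OVA replicate 8 for CuO PEG 10 and 0 without CuO PEG 40 replicate 1 to 24 without OVA replicate 7 for CuO PEG 40. At like Cu mass the range was 2 without CuO 10 replicate 2 to 100 without CuO 10 replicate 1 for CuO PEG 40 against CuO 10 and 0 without CuO 10 + OVA replicate 1 to 6 without CuO PEG 40 + OVA replicate 3 for CuO PEG 40 against CuO 10 (OVA).

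The DEGs shared by PBS- and OVA-challenged mice numbered 0, 38 and 360 for CuO 2.5, 10 and 40, 2, 78 and 632 for CuO COOH, 27, 228 and 738 for CuO NH_3_ and 0, 0 and 49 for CuO PEG. Moved numbers were 1 for CuO COOH 2.5, 131 for CuO NH_3_ 10 and 19 for CuO PEG 40 with loess normalization, 87 and 605 for CuO 10 and 40, 1 and 124 for CuO COOH 2.5 and 10, 54 for CuO NH_3_ 2.5 and 78 for CuO PEG 40 with ComBat before the fit, and 33, 243 and 718 for CuO 2.5, 10 and 40, 8, 189 and 963 for CuO COOH 2.5, 10 and 40, 101 and 1121 for CuO NH_3_ 2.5 and 40 and 28 and 197 for CuO PEG 10 and 40 with the array as a random block. The next 3 alternatives were chosen after seeing the data. Dye, slide and array position gave 112 for CuO 10, 0 for CuO COOH 2.5, 44 for CuO NH_3_ 2.5 and 15 and 133 for CuO PEG 10 and 40, and controls of the same slides only gave 1 for CuO COOH 2.5, 4 and 139 for CuO NH_3_ 2.5 and 10 and 11 for CuO PEG 40. The replicate number as a block gave 2, 100 and 583 for CuO 2.5, 10 and 40, 0 for CuO COOH 2.5, 858, 1008 and 2170 for CuO NH_3_ 2.5, 10 and 40 and 688, 690 and 897 for CuO PEG 2.5, 10 and 40. Of the union of merged DEGs in PBS-challenged mice, the shares in the order CuO alone, CuO COOH alone, CuO NH_3_ alone and all 3 materials moved as follows. They were 9.72%, 14.5%, 33.2% and 17.3% with loess normalization and 11.4%, 5.05%, 21.1% and 31.7% with the array as a random block. Dye, slide and array position turned the order of CuO alone and CuO NH_3_ alone round, with 19.3%, 4.16%, 8.39% and 40.7%. Controls of the same slides only gave 0.911%, 0.781%, 88.9% and 2.99%, and the replicate number as a block 7.12%, 1.08%, 54.7% and 21.6%. With ComBat before the fit, CuO alone had 8.19%, CuO NH_3_ alone 38.2% and all 3 materials 16.0%, and with dim probes left out CuO COOH alone had 15.3%, CuO NH_3_ alone 36.8% and all 3 materials 15.3%. In OVA-challenged mice the share of CuO NH_3_ alone was 45.7%, 76.7% and 42.0% with loess normalization, ComBat and the random block, and 96.6% with the replicate number as a block. The cause was not tested.

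The clusters depended on the batch terms and the linkage. With no batch terms removed, the largest group of OVA controls held 5 of 8, 6 of 7 samples of CuO PEG 2.5 and 10 lay with the PBS controls, and 18 of 18 samples at 40 of CuO, CuO COOH and CuO NH_3_ lay together. With dye and hybridisation removed, 7 of 7 samples of CuO PEG 2.5 and 10 lay with the PBS controls and 18 of 18 samples at 40 lay together. Removing these terms with the groups kept draws the samples of a group together, so whole groups moving as one is in part built in there. Under complete linkage, 3 of 6 samples of CuO PEG 2.5 and 10 lay with the OVA controls, 18 of 18 samples at 40 lay together, 9 of 18 OVA-challenged samples at the lower doses lay together, and 0 of 3 samples of CuO PEG 40 with OVA joined them. With the deposited value table, 6 of 7 samples of CuO PEG 2.5 and 10 lay with the PBS controls. For the clusters, the cause was not tested.

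Of the gene set shifts, the neutrophil set for merged CuO NH_3_ against PBS (adjusted p = 0.0619 with cameraPR), and the chemokine and pro-inflammatory sets for CuO PEG 40 against CuO 40 in OVA-challenged mice (0.161 and 0.930), were no longer past the threshold with the array as a random block. With fry in place of cameraPR, the same happened to the neutrophil set for merged CuO and CuO NH_3_ against PBS (0.286 and 0.0537) and for merged CuO and CuO COOH against OVA (0.0618 and 0.187), and to the chemokine and pro-inflammatory sets for CuO PEG 40 against CuO 40 in OVA-challenged mice (0.629 and 0.552). By fry, the sets that shifted up in OVA-challenged groups were the acute phase set in 5 of 12, the chemokine set in 4, the neutrophil set in 5 and the pro-inflammatory set in 3, and the neutrophil set shifted up in 2 of 12 PBS-challenged groups. These tests ask different questions, a shift against other genes for cameraPR and a shift of the set's own genes for fry. The cause was not tested further.

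Of the combinations of named gene and comparison, 1074 had the same call with the deposited value table (1 weaker), 1065 with normexp (9 weaker, 1 stronger), 1067 with loess (3 weaker, 5 stronger) and 981 with the array as a random block (6 weaker, 83 stronger). In 5 the random block turned the direction round. Ccl11 became −0.96 for merged CuO PEG against OVA, −1.30 for CuO NH_3_ 2.5 against CuO 2.5, −0.32 for CuO PEG 40 against CuO 40 and −1.44 for CuO PEG 10 against CuO 10 in OVA-challenged mice, and Ccr2 became −0.78 for CuO PEG 2.5 against CuO 2.5 in OVA-challenged mice (log2). Over the 24 exposed groups, Ccl11 was a DEG in 0, in 2 with the array as a random block and, chosen after seeing the data, in 2 with dye, slide and array position and in 12 with the replicate number as a block. The cause was not tested for single genes.

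Signal over background, with medians of 2.96 in Cy3 and 1.80 in Cy5, limits what can be said of weakly expressed genes, and a median of 60.5% and 58.8% of spots was well above background. The ComBat and value-table settings were not combined with other batch terms, and the pathway tools of the paper were not run.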

Differences from the paper's values

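Of 53 values that the paper or its supplement gives for counts computed here, 14 differ by more than 1.5 times. The alternatives named were all set before the data were examined, and no test in this part was chosen after the result was seen. The counts are of DEGs, with doses in μg/mouse. For comparisons with core CuO, the 8 alternatives were normexp background correction, loess normalization, dim probes left out, the deposited value table, ComBat before the fit, the array as a random block, the replicate number as a block, and dye and hybridisation as batch terms.

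CuO COOH 2.5 against CuO 2.5 had about 0 in Fig. 5a, read by eye, as the paper's count, and 43 here. The difference was closed with dye and hybridisation as batch terms (0) and stayed with the other alternatives (from 3 to 85). For CuO COOH 10 against CuO 10 in OVA-challenged mice the paper's count was about 0 in Fig. 5a, read by eye, and 1 was found here. With loess normalization (0), the array as a random block (0), the replicate number as a block (0) and dye and hybridisation as batch terms (0) there was no such difference, and with the other alternatives there was (from 1 to 3). The paper's count for CuO COOH 40 against CuO 40 in OVA-challenged mice was about 0 in Fig. 5a, read by eye, and 85 was found here. All 8 alternatives differed from it too (from 1 to 159). CuO PEG 2.5 against CuO 2.5 in OVA-challenged mice had about 62 in Fig. 5a, read by eye, as the paper's count, and 1 here. It differed under all 8 alternatives (from 0 to 1171). For CuO PEG 10 against CuO 10 in OVA-challenged mice the paper's count was about 5 in Fig. 5a, read by eye, and 0 was found here. With ComBat before the fit (4) there was no such difference, and with the other alternatives there was (from 0 to 1112). The paper's count for CuO PEG 40 against CuO 40 in OVA-challenged mice was about 160 in Fig. 5a, read by eye, and 92 was found here. Only with dim probes left out (117) and ComBat before the fit (174) was the difference closed, not with the other alternatives (from 1 to 1158).

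CuO COOH with doses merged, against OVA controls, had 21 DEGs in the paper's Table S3 and 3 here. The difference was closed with ComBat before the fit (22), which the methods of the paper also describe, with dye, slide and array position as batch terms (18) and with the replicate number as a block (16). It stayed with normexp background correction, dim probes left out, the deposited value table, controls of the same slides only, loess normalization and the array as a random block (from 3 to 371). CuO COOH 10 against CuO 10 had 15 in the paper's Table S4 and 4 here. The difference was closed with ComBat before the fit (10) and stayed with the other alternatives (from 0 to 5). For CuO COOH 40 against CuO 40 the count was 56 in the paper's Table S4 and 26 here. With loess normalization (38) and ComBat before the fit (49) there was no such difference, and with the other alternatives there was (from 0 to 37). The count of CuO NH_3_ 10 against CuO 10 was 58 in the paper's Table S4 and 36 here. Only with dim probes left out (41) and ComBat before the fit (53) was the difference closed, not with the other alternatives (from 0 to 1048). CuO NH_3_ 40 against CuO 40 had 111 in the paper's Table S4 and 30 here. The difference was closed with ComBat before the fit (82) and stayed with the other alternatives (from 0 to 873). For CuO COOH 2.5 against CuO 2.5 in OVA-challenged mice the count was 14 in the paper's Table S4 and 0 here. With loess normalization (21) there was no such difference, and with the other alternatives there was (from 0 to 3). The count of CuO NH_3_ 10 against CuO 10 in OVA-challenged mice was 4 in the paper's Table S4 and 0 here. It differed under all 8 alternatives (from 0 to 1016). CuO NH_3_ 40 against CuO 40 in OVA-challenged mice had 188 in the paper's Table S4 and 95 here. The difference was closed with ComBat before the fit (161) and stayed with the other alternatives (from 0 to 1101).

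Some statements of the paper go another way here. The paper places the lower doses of CuO PEG in PBS-challenged mice with the PBS controls. Here the 3 samples of CuO PEG 2.5 lay with them and the 4 of CuO PEG 10 did not, while with dye and hybridisation removed 7 of 7 did. The paper separates the OVA-challenged samples of the lower doses of the other materials and of CuO PEG 40 from the OVA controls. Here they shared a cluster of 35 samples, and they separated with dye and hybridisation removed. The paper groups the samples of the highest dose of CuO, CuO COOH and CuO NH_3_ of both challenges together. Here 9 PBS-challenged and 9 OVA-challenged samples formed separate clusters, and all 18 lay together with dye and hybridisation removed, with no batch terms removed and under complete linkage.

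The paper has the number of DEGs rise with dose for each material. In 7 of 8 series of material and challenge the count here rose at each step, and CuO PEG in OVA-challenged mice had 1, 0 and 132. The paper gives CuO COOH and CuO NH_3_ fewer DEGs against core CuO than CuO PEG. This held in PBS-challenged mice (43, 4 and 26 for CuO COOH, 0, 36 and 30 for CuO NH_3_, and 424, 246 and 1009 for CuO PEG). In OVA-challenged mice the counts at 40 were 85, 95 and 92, and at the lower doses 0 and 1, 0 and 0, and 1 and 0. The paper has the aryl hydrocarbon receptor pathway activated. A list of 8 targets of that receptor shifted up in 0 of 12 exposed groups in either challenge and down in 2 of 12 OVA-challenged groups, by cameraPR, and this list is not the pathway tool of the paper.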

Other observations

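The tests of slide sets, of merged doses of CuO PEG, of the summed effects of CuO PEG 10 and CuO COOH 10 and of CuO COOH 40 with OVA, and of gene sets at like Cu mass were chosen only after the result was seen. The splits of the samples and the other tests of Cu mass were set down before. Doses are in μg/mouse.

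How often another division of the same samples gives as many DEGs was counted for each comparison, the real division included. Of 100 splits, 1 did so for OVA against PBS, for CuO 2.5, 10 and 40, CuO COOH 10 and 40, CuO NH_3_ 2.5, 10 and 40 and CuO PEG 10 and 40 against PBS, for CuO COOH 2.5 and CuO NH_3_ 10 and 40 against OVA, and with doses merged for CuO, CuO COOH and CuO NH_3_ against PBS and CuO and CuO NH_3_ against OVA. It was 2 splits for CuO COOH 2.5 against PBS and for CuO 40 and CuO COOH 10 against OVA, 3 for CuO COOH 40 against OVA, and 4 for CuO 10 and CuO PEG 40 against OVA. Chance can be excluded for these. It cannot for CuO NH_3_ 2.5 (6) and CuO PEG 2.5 (14) against OVA, for merged CuO COOH against OVA (5), or for CuO PEG 10 against CuO 10 (2 of 35). For CuO NH_3_ 10 against CuO 10 (1 of 35) the splits cannot decide. There the real division is also the division between the slide sets. Where limma gave 0 DEGs, every split reaches that count by construction, so the splits say nothing about chance (100 of 100 for CuO PEG 2.5 against PBS, CuO 2.5 and CuO PEG 10 against OVA, and merged CuO PEG in both challenges).

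With 3 samples against 3 there are 10 splits, so chance can never be excluded at 1 in 20. The real division alone gave as many DEGs (1 of 10) for CuO COOH 2.5, 10 and 40, CuO NH_3_ 40, CuO PEG 2.5 and CuO PEG 40 against core CuO in PBS-challenged mice, for CuO COOH 40, CuO NH_3_ 40 and CuO PEG 40 against CuO 40 in OVA-challenged mice, and for CuO PEG 40 against CuO 10. It was 2 of 10 for CuO COOH 10 against CuO 10 and CuO PEG 40 against CuO 10 in OVA-challenged mice, and 4 of 10 for CuO PEG 2.5 in OVA-challenged mice. It was 10 of 10, again by construction from a count of 0, for CuO NH_3_ 2.5 against CuO 2.5 and, in OVA-challenged mice, CuO COOH 2.5, CuO NH_3_ 2.5 and 10 and CuO PEG 10.

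Without a slide term, CuO NH_3_ and CuO PEG gave many more DEGs against core CuO, for example 794 in place of 0 for CuO NH_3_ 2.5 and 1590 in place of 424 for CuO PEG 2.5 with the array as a random block. These materials lay on slides 4 to 6 and core CuO on slides 1 to 3. PBS controls of the 2 slide sets differed in 969 DEGs and OVA controls in 1216, though no treatment separates them, so a difference between the slide sets is a candidate explanation. The added calls followed the control difference, with r from 0.870 to 0.964 over the 12 comparisons, which follows by construction from leaving the slide out. Whether mice or hybridisations differ between the slide sets cannot be told from the labels.

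With its doses merged, CuO PEG gave 0 DEGs against either control by limma (1652 and 1828 at an unadjusted p under 0.05, and 156 and 195 with the array as a random block), although CuO PEG 40 gave 512 and 132. The mean of its 3 doses, tested in the fit of all 26 groups, gave 36 DEGs against PBS and 1 against OVA. The same means gave 1600, 1218 and 1217 DEGs for CuO, CuO COOH and CuO NH_3_ against PBS and 50, 317 and 622 against OVA. Differences between doses that a merged group leaves in the residual spread may therefore explain part of the 0 in PBS-challenged mice. The median residual SD was 0.143 with merged groups and 0.129 with 26 groups.

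The paper's Table 1 gives the modified materials a lower Cu fraction than core CuO, 0.43 for CuO COOH, 0.52 for CuO NH_3_ and 0.29 for CuO PEG. The Cu concentrations of the same table give higher fractions, so that CuO PEG 10 holds the Cu of 2.9 or 3.66 μg of CuO, CuO COOH 10 that of 4.3 or 5.37, CuO COOH 40 that of 17.2 or 21.5, and CuO PEG 40 that of 11.6 or 14.6. Whether Cu mass sets the response was asked in several ways in PBS-challenged mice. CuO PEG 40 gave 29 DEGs against CuO 10, from 2 without CuO 10 replicate 2 to 100 without CuO 10 replicate 1, and CuO PEG 10 gave 11 against CuO 2.5 (2639 genes at an unadjusted p under 0.05). Few DEGs at like Cu mass is what that explanation predicts, but groups of 3 or 4 samples can also hide changes. In simulated data, the fit of CuO PEG 40 against CuO 10 recovered 198 of 200 genes changed by 1.5 on the log2 scale. In the real comparison, however, Hspa1b (−2.06) and Hspa1a (−1.93) changed by more than that and were not DEGs, while Dnajb1 (−1.56) was one. Group size could therefore hide smaller changes there and, in some genes, also changes of that size. Smaller changes, and CuO PEG 10 against CuO 2.5, were not simulated.

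Gene sets in the comparison of CuO PEG 40 with CuO 10 went in part against Cu mass as the whole cause, since CuO PEG 40 holds more Cu than CuO 10 and less than CuO 40. Ciliated cell genes were lower with CuO PEG 40 in 8 of 8, with a median of −0.81 in PBS-challenged and −0.57 in OVA-challenged mice (adjusted p = 5.33e-21 and 4.38e-12 by cameraPR, 8.81e-04 and 0.0270 by fry). The highest of its 3 samples, as a mean over the set, lay at −0.19 and −0.04, and the lowest sample of CuO 10 and of CuO 40 at 0.32 and −0.16 in PBS-challenged and 0.06 and 0.22 in OVA-challenged mice. The set of copper and oxidative stress was lower in PBS-challenged mice (median −0.17, 11 of 14 genes lower, adjusted p = 1.21e-05 and 0.0365), with a highest sample of 0.56 against a lowest of 0.91 for CuO 10 and 1.12 for CuO 40. Dnajb1 (−1.56), Hspa1a (−1.93) and Hspa1b (−2.06) carried much of this, and of the set only Dnajb1 was a DEG. Mt1, Mt2 and Hmox1 were lower by 0.68, 0.57 and 0.78 without being DEGs. All these genes were singled out after their values were seen. In these sets and challenges Cu mass alone is argued against. What stays open there is an effect of the surface groups or of the amount of material, and a different share of airway in the lung samples, none of which was tested.

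Other sets left Cu mass open. The copper set in OVA-challenged mice was lower by cameraPR (adjusted p = 0.00188) but not by fry (0.234). Goblet cell genes were lower in PBS-challenged mice by cameraPR (3.38e-04) and not by fry (0.254), and in OVA-challenged mice by both (6.55e-23 and 8.81e-04), where CuO 40 lowered them as well (mean −1.49, and −1.70 for CuO PEG 40). By cameraPR alone, the acute phase set was lower (0.00150) and the T cell (6.71e-04) and B cell sets (7.85e-04) higher in PBS-challenged mice, and in OVA-challenged mice the allergic airway markers (9.61e-04) and erythrocyte genes (1.63e-05) lower and alveolar type 1 (0.00893), neutrophil (4.05e-04) and pro-inflammatory genes (0.00271) higher.

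The summed effect over 3025 genes called for CuO NH_3_ 40 gave a different picture in part. CuO PEG 10 had 0.153 ± 0.073 (mean and SD of 4 samples, highest 0.252) and CuO 2.5, with less Cu, 0.329 ± 0.049 (3 samples, lowest 0.276). CuO COOH 10 had 0.472 ± 0.016 (3 samples, lowest 0.460) and CuO 10, with more Cu, 0.418 ± 0.014 (3 samples, highest 0.434). By chance, groups of 3 against 3 lie wholly apart in 10% of cases, and groups of 4 against 3 in 2 of 35. A ratio of each sample's effect to that of CuO 10 kept CuO PEG 10 (0.252 ± 0.112) below CuO 2.5 (0.546 ± 0.098), but CuO COOH 10 (0.675 ± 0.048) overlapped with CuO 10 (0.658 ± 0.077). In OVA-challenged mice the order turned round, with 0.199 ± 0.022 for CuO PEG 10 and 0.048 ± 0.042 for CuO 2.5, and CuO COOH 10 (0.204 ± 0.079) overlapped with CuO 10 (0.178 ± 0.117). There CuO COOH 40 (0.451 ± 0.045, lowest 0.420) lay above CuO 40 (0.321 ± 0.045, highest 0.359) with less Cu, and so did CuO NH_3_ 40 (0.515 ± 0.078, lowest 0.441), by whose PBS calls the genes were chosen. CuO COOH 40 also lay above CuO 40 over the genes called for either of them against PBS, but overlapped with it over the 378 genes called for CuO 40 against OVA (lowest 0.924, highest of CuO 40 0.993). A line was drawn through CuO 10 and CuO 40 of the same challenge against the logarithm of Cu mass, an assumed shape. In PBS-challenged mice, CuO COOH 40 (0.808) lay above the 0.604 or 0.680 of the line and CuO PEG 40 (0.441) below its 0.469 or 0.548. In OVA-challenged mice, CuO COOH 40 (0.451) lay above 0.234 or 0.257. The mean of CuO PEG 40 there (0.230) lay above 0.193 or 0.217, with samples on both sides (0.137 to 0.309). By the summed effects, Cu mass and an effect of the surface groups cannot be told apart with these doses, since the groups hold 3 or 4 samples, the order depends on the genes, the measure or the challenge, and no dose pair has equal Cu.

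The gene sets that no claim of the paper rests on gave these shifts by cameraPR over the 12 exposed groups of each challenge. The eosinophil set shifted down in 10 groups in PBS-challenged mice and in 4, with 3 up, in OVA-challenged mice. Endothelial genes shifted down in 10 and 10, and erythrocyte genes in 9 and 10. The set of copper and oxidative stress shifted up in 11 and 9 groups and down in 1 and 1. Alveolar type 1 genes shifted down in 8 and 6 groups and up in 1 and 0, B cell genes down in 7 and 1 and up in 1 and 5, ciliated cell genes up in 4 and 0 and down in 1 and 4, and goblet cell genes up in 3 and 1 and down in 1 and 4. With fry in place of cameraPR fewer of these passed: eosinophil genes down in 5 and 2 (up in 0 and 2), endothelial genes down in 6 and 5, erythrocyte genes in 5 and 8, alveolar type 1 genes in 6 and 3 and B cell genes in 3 and 1 (up in 0 and 1), ciliated cell genes up in 1 and 0 and down in 1 and 0, and goblet cell genes up in 0 and 0 and down in 0 and 1. The copper set passed up in 11 and 9 (down in 0 and 1).

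Of the sets named at the paper's claims, T cell genes shifted down by cameraPR in 6 of the 12 PBS-challenged and 4 of the 12 OVA-challenged groups and up in 0 and 1, and the mitotic cell cycle set up in 11 and 11 and down in 1 and 0. The acute phase set shifted up in 11 and 11 groups, the chemokine and pro-inflammatory sets each in 11 and 9, the neutrophil set in 5 and 11, and the allergic airway markers in 8 and 4 (down in 1 and 1), with the aryl hydrocarbon receptor set up in 0 and 0. With fry, T cell genes passed down in 3 and 3 and up in 0 and 0, and the sets that passed up were the mitotic cell cycle in 11 and 8, acute phase in 11 and 5, chemokine in 11 and 4, pro-inflammatory in 9 and 3, neutrophil in 2 and 5 and allergic airway markers in 6 and 0. Whole lung RNA mixes cell types, and no explanation was tested for these shifts.

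Probes without a gene name here, 23611 of 56605, also moved. Past the thresholds were 1507 of them for CuO 40 against PBS, 845 for CuO COOH 40, 1468 for CuO NH_3_ 40 and 87 for CuO PEG 40, and 294 for OVA against PBS.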
